# Establishment of gastrointestinal assembloids to study the interplay between epithelial crypts and their mesenchymal niche

**DOI:** 10.1038/s41467-023-38780-3

**Published:** 2023-05-25

**Authors:** Manqiang Lin, Kimberly Hartl, Julian Heuberger, Giulia Beccaceci, Hilmar Berger, Hao Li, Lichao Liu, Stefanie Müllerke, Thomas Conrad, Felix Heymann, Andrew Woehler, Frank Tacke, Nikolaus Rajewsky, Michael Sigal

**Keywords:** Extracellular signalling molecules, Cell lineage, Intestinal stem cells

## Abstract

The cellular organization of gastrointestinal crypts is orchestrated by different cells of the stromal niche but available in vitro models fail to fully recapitulate the interplay between epithelium and stroma. Here, we establish a colon assembloid system comprising the epithelium and diverse stromal cell subtypes. These assembloids recapitulate the development of mature crypts resembling in vivo cellular diversity and organization, including maintenance of a stem/progenitor cell compartment in the base and their maturation into secretory/absorptive cell types. This process is supported by self-organizing stromal cells around the crypts that resemble in vivo organization, with cell types that support stem cell turnover adjacent to the stem cell compartment. Assembloids that lack BMP receptors either in epithelial or stromal cells fail to undergo proper crypt formation. Our data highlight the crucial role of bidirectional signaling between epithelium and stroma, with BMP as a central determinant of compartmentalization along the crypt axis.

## Abstract (web summary)

Most intestinal organoid models do not accurately model the interactions between epithelial and stromal cells. Here they establish a colon assembloid system with epithelial and stromal cells and demonstrate that BMP signals from differentiating epithelial cells promote mesenchymal niche organization.

## Introduction

The gastrointestinal epithelium is organized into clonal crypts that represent sophisticated anatomical and functional tissue units. The epithelial stem cells at the base of each colonic crypt constantly divide and self-renew, giving rise to short-lived differentiated lineages, such as absorptive colonocytes, secretory goblet cells, and enteroendocrine cells^1^. The epithelium is closely associated with a network of mesenchymal stroma, comprising fibroblasts, myofibroblasts, endothelial cells, pericytes, immune cells, and neural cells^2^. These diverse cell types have emerged as essential constituents of the stem cell niche that orchestrates epithelial stem cell homeostasis^2–8^. Using single-cell approaches, subsets of stromal fibroblasts have been identified as a critical source of growth factors and morphogens that promote epithelial stem cell self-renewal, proliferation, and directional cellular differentiation^2,9^.

Understanding the effects of niche-derived factors that control epithelial behavior has been made possible by organoid technology^10,11^. Gastrointestinal organoids can be derived from adult epithelial stem cells, with the stem cell niche mimicked by supplementing the culture with a cocktail of growth factors that activate selected signaling pathways like Wnt/β-catenin and epidermal growth factor (EGF)/mitogen-activated protein kinase (MAPK), while inhibiting others, such as bone morphogenetic protein (BMP)/Smad^10–13^. Exogenous supplementation with these growth factors is important for epithelial proliferation, stem cell self-renewal and robust long-term maintenance of organoid cultures. However, since the growth factors mainly target stem and progenitor cells, it is challenging to simultaneously obtain fully mature differentiated cell types, which have different niche requirements.

We hypothesized that crypt formation in vitro with simultaneous maintenance of proliferative stem cells as well as differentiated cells can be achieved by co-culturing epithelial cells with their stromal niche cells. Using this approach, we have developed a murine colon assembloid culture system that integrates the various primary cell types that build a functional colonic stem cell niche. Our assembloid system reveals that stromal cells are indeed capable of promoting the formation of colonic crypts that resemble the in vivo anatomy, cellular organization, signaling gradients, and directional epithelial turnover. We demonstrate that this requires bidirectional communication between the epithelium and its surrounding stroma: On the one hand, the stroma provides key growth factors required for crypt formation, while on the other hand, signals from the epithelium ensure diversification and anatomical positioning of stromal cell subsets—which together represent important prerequisites for mucosal self-organization.

## Results

### Colon assembloids recapitulate in vivo crypt organization

To investigate the crosstalk between epithelium and stromal cells in the context of crypt maturation and homeostasis, we developed an assembloid co-culture system that includes both components. Simply adding primary stromal cells to epithelial cells in a drop of Matrigel did not lead to a clear pattern of interaction between these two cell types or in vivo-like morphology, as stromal cells tended to migrate out of the Matrigel and adhere to the plate bottom (Supplementary Fig. 1a).

To overcome this, we developed a two-step process (Fig. 1a; Supplementary Fig. 1b, c). Using isolated murine colon crypts and stromal cells, we first generated three-dimensional (3D) epithelial organoids as well as primary stromal cell cultures as described previously^11,14^ (Fig. 1a). For assembly, we mixed the pre-cultured stromal cells into droplets of Matrigel and immediately added individual organoids into each droplet (Fig. 1a; Supplementary Figure 1b). To prevent migration of stromal cells to the bottom and ensure equal access of the entire assembloid surface to the medium, the cultures were grown on an orbital shaker (Fig. 1a; Supplementary Fig. 1b).

**Fig. 1:**
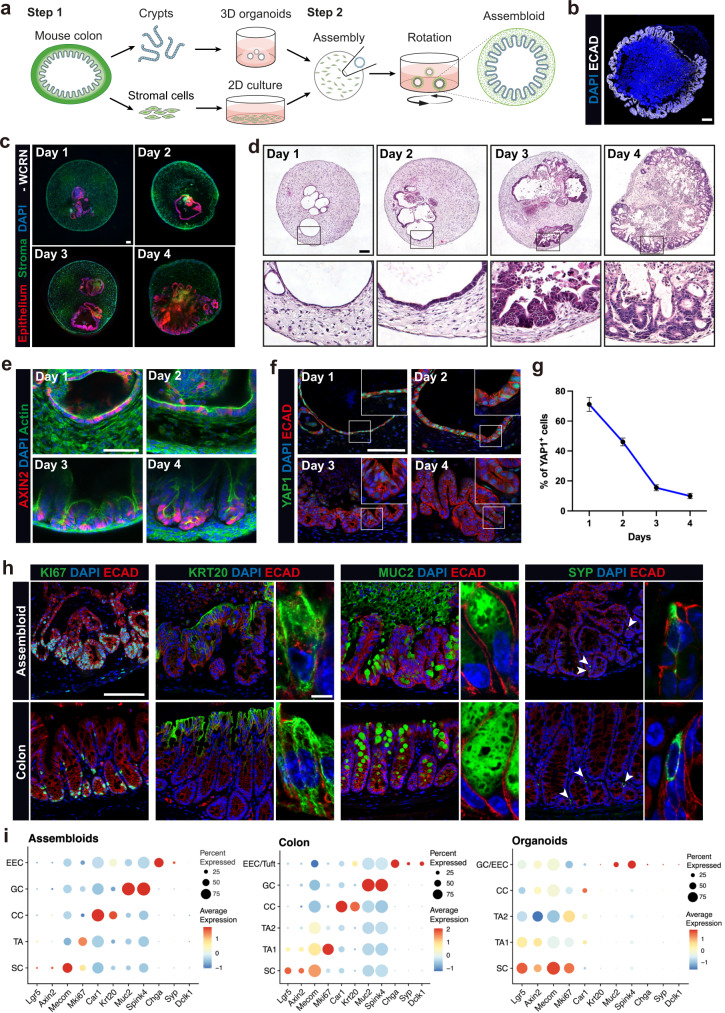
Establishment of colon assembloids modeling colonic crypt formation. **a** Schematic of colon assembloid generation (the schematic was created using Adobe Illustrator 26.3.1). **b** Immunofluorescence image of colon assembloids stained for E-cadherin (ECAD) and DAPI. Scale bar: 100 µm. **c** Confocal microscopy images of whole-mount staining of assembloids cultured in medium without sWnt, R-spondin 1, CHIR99021, or noggin (-WCRN) for 1–4 days. Epithelium was derived from *tg Act-DsRed* mice; stroma was derived from *tg Act-CFP* mice. Scale bar: 100 µm. **d** Hematoxylin and eosin (H&E) stained images of assembloids cultured in -WCRN medium for 1–4 days. Scale bar: 100 µm. **e** Confocal microscopy images of whole-mount staining for assembloids derived from *Axin2CreERT2/Rosa26-tdTomato* mice, cultured in -WCRN medium for 1–4 days, showing AXIN2 lineage tracing for 24 h. Scale bar: 100 µm. **f**, **g** Immunofluorescence images and quantification of colon assembloids cultured in -WCRN medium for 1–4 days stained for active YAP1 (*n* = 3 biological replicates per group). Scale bar: 100 µm. Data are presented as mean ± SEM. **h** Immunofluorescence images of colon assembloids and colon tissue labeled with markers for proliferative cells (KI67), colonocytes (KRT20), goblet cells (MUC2), and enteroendocrine cells (SYP). Scale bars: 100 µm (high magnification: 5 µm). **i** Dot plot showing expression of known marker genes against detected epithelial cell clusters identified by scRNA-seq in colon assembloids, tissue, and organoids. Circle size represents the within-cluster probability of gene detection. Fill color represents the normalized average expression level. EEC enteroendocrine cell, GC goblet cell, CC colonocyte, TA transit-amplifying cell, SC stem cell. scRNA-seq data are from two biological replicates per group. Images are representative of at least three biological replicates. Source data are provided as a Source Data file.

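To compare shares of cells across libraries of different depth, each epithelial cell was thinned to 2000 UMIs. Shallower cells were left out, which removed 6069 assembloid, 3529 organoid and 3788 tissue cells. At least 1 UMI of Mki67 was found in 14.3% ± 1.95 (SD, n = 2 libraries) of assembloid cells, 32.7% ± 2.96 (SD, n = 2) of organoid cells and 10.4% ± 0.107 (SD, n = 2) of tissue cells. In colonocyte-like cells, the shares were 6.10% and 4.05% in the 2 assembloid libraries, 23.9% and 18.9% in the organoid libraries and 2.15% and 1.86% in the tissue libraries. The organoid cells of that name are no measure of background, since Krt20 was found in 0.66% and 0.152% of them, against 27.9% and 24.7% in assembloids. Among the cells with at least 2000 UMIs, the median depth before thinning was 4990 and 15691 UMIs over all classes in assembloids. It was 11561 and 20384 for their colonocyte-like cells. For the organoid cells with at least 2000 UMIs it was 35595 and 16714 UMIs over all classes and 37821 and 22095 for colonocyte-like cells. In tissue it was 17080 and 10386 against 19202 and 16924. A UMI of Lgr5 was found in 1.31% ± 0.099 (SD, n = 2) of assembloid, 28.7% ± 13.3 (SD, n = 2) of organoid and 3.62% ± 1.14 (SD, n = 2) of tissue cells, against 0.588% and 0.789% of colonocyte-like cells in assembloids, 7.76% and 18.3% in organoids and 0.165% and 0.339% in tissue. Muc2 was detected in 16.1% ± 1.19 (SD, n = 2) of assembloid, 1.69% ± 1.29 (SD, n = 2) of organoid and 65.3% ± 12.9 (SD, n = 2) of tissue cells. In tissue, however, 29.7% and 47.1% of colonocyte-like cells also held Muc2, so its share of cells in tissue is not free of background. Without thinning and with the shallower cells put back, the shares rose to 32.2% in assembloids, 70.6% in organoids and 17.7% in tissue for Mki67, to 5.12%, 62.7% and 5.56% for Lgr5, and to 37.2%, 5.16% and 90.3% for Muc2.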

To monitor the epithelium and stroma over time in the culture, we assembled DsRed-labeled organoids with CFP-labeled stromal cells derived from *tg Act-DsRed* and *tg Act-CFP* mice, and cultured them in full 3D organoid medium (FM). Using live-cell fluorescent imaging or whole-mount staining with confocal microscopy, we were able to follow the spatiotemporal growth of the epithelial and stromal compartments (Supplementary Fig. 1d, e). Daily tracing of the assembloids demonstrated a rapid expansion of the epithelial compartment (Supplementary Fig. 1d, e). On day 4 of assembloid culture, the epithelium formed crypt-like structures surrounded by a tightly connected stromal layer (Supplementary Fig. 1f).

Since stromal cells provide important niche factors for intestinal crypts in vivo^4^, we asked whether epithelial crypt formation could be induced by factors produced by the stromal cells alone. Therefore, we removed Wnt activators (Wnt surrogate (W), CHIR-99021 (C), R-spondin 1 (R)), and the BMP inhibitor noggin (N) (WCRN) from the culture medium, normally required for stem cell maintenance in colon organoid cultures^11,15,16^. Despite the lack of such critical factors, we found that epithelial expansion in assembloids grown in WCRN-free (-WCRN) medium led to the formation of crypt-like structures that were comparable to those formed in full medium (FM) (Fig. 1b, c; Supplementary Fig. 1g). Since the supplementation of growth factors was dispensable, we employed the WCRN-free medium for subsequent experiments in the current study.

Next, we performed a time-course experiment to observe crypt formation in assembloids grown in -WCRN medium for 1 to 4 days (Fig. 1d). On day 1, the epithelium was structured as a thin monolayer (Fig. 1d). This was followed by epithelial cell thickening and organization of stromal cells that lined up parallel to the epithelium one day later (Fig. 1d). On day 3, we readily observed multiple epithelial invaginations with migration of stromal cells into the spaces between them, followed by the formation of true crypt-like structures on day 4 (Fig. 1d).

In vivo, colonic stem cells require high Wnt signaling activity, which is highest at the base of the crypt and induces the expression of the bona fide Wnt target gene AXIN2^3,17,18^. To visualize stem cells with active canonical Wnt signaling during crypt development, we used *Axin2CreErt2/Rosa26-tdTomato* lineage-tracing mice, as described previously^3,18^, generated assembloids and treated them with tamoxifen for 24 h to induce tdTomato expression in AXIN2-expressing cells in assembloids grown for 1 to 4 days (Fig. 1e). We found that tdTomato^+^ cells were spread over the epithelium on day 1 while the proportion of positive cell islets was reduced concurrent with epithelial expansion one day later (Fig. 1e). On day 3, tdTomato^+^ cells started to concentrate in the lower part of invaginations and were ultimately localized exclusively at the base of each crypt on day 4 (Fig. 1e). Our findings show a dynamic patterning of Wnt signaling activity during assembloid maturation and an in vivo-like AXIN2^+^ stem cell distribution in mature epithelia of assembloids cultured without supplementation of Wnt-inducing factors.

Yes-associated protein (YAP) is a transcriptional regulator that is largely inactive in the epithelium during homeostasis but is active during development and re-induced by injury, whereupon it drives a “fetal-like” regeneration process^19–22^. Using immunofluorescence labeling, we observed that in sections of adult mouse colon active YAP1 was indeed only present at low levels, whereas it was highly expressed in the nuclei of organoids grown in FM (Supplementary Fig. 1h), indicating that organoids resemble regenerative epithelium. Notably, assembloids also had high nuclear levels of active YAP1 at early stages during days 1 and 2, which was shut down on days 3 and 4, as crypts formed (Fig. 1f, g). These results demonstrate that assembloids mimic crypt maturation from “fetal-like” regenerative cells to normal adult crypts.

Next, we asked how different epithelial cell lineages organize during assembloid maturation. On day 1, epithelial cells were highly proliferative, as assessed by Ki67 staining, with only rare differentiated keratin 20 (KRT20)^+^ colonocytes, mucin 2 (MUC2)^+^ goblet cells, and synaptophysin (SYP)^+^ enteroendocrine cells (Supplementary Fig. 2a). By day 4, we observed a large number of differentiated cells, while Ki67^+^ cells were restricted to the crypt base. (Supplementary Fig. 2a). To assess whether the epithelial compartment from mature assembloids retains its stem cell potential, we passaged them and replated with fresh stromal cells. We found that epithelial cells readily expand and re-organize with stromal cells to form new assembloids with identical organization (Supplementary Fig. 2b).

To further explore how closely assembloids resemble the native tissue, we compared crypts in colon tissue with those in assembloids (Fig. 1h). We found a similar cellular organization, with cell proliferation restricted to the basal part of the crypts (Fig. 1h left), while surface colonocytes were located in the upper part (Fig. 1h second from left). In addition, assembloids contained numerous goblet cells and some enteroendocrine cells, resembling in vivo crypts (Fig. 1h). High-resolution imaging of colonocytes, goblet cells, and enteroendocrine cells in the assembloids revealed that they appeared fully differentiated and closely resembled the morphology of these cell types in vivo (see magnifications in Fig. 1h). Moreover, cleaved-caspase3-positive, apoptotic cells accumulated in the lumen (Supplementary Fig. 2c), indicating that cellular extrusion of short-lived cells into the lumen can also be reproduced in our model.

Notably, this degree of cellular self-organization could not be achieved in conventional colonic organoids: Most cells in organoids grown in FM were undifferentiated, similarly to epithelial cells in assembloids on day one (Supplementary Fig. 2a, d). While differentiation of organoids can easily be achieved by removing growth factors from the medium^16^, this approach enriches differentiated colonocytes at the expense of proliferation and stemness (Supplementary Fig. 2d), such that organoids represent a rather binary system—dominated by either stemness or differentiation.

To further characterize the epithelium in assembloids in comparison to organoids or in vivo colon tissue, we performed single-cell RNA sequencing (scRNA-seq), which enables the identification of all key cell types in the crypts. 

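The epithelium of assembloids, organoids and colon tissue was captured as single cells with 10x Genomics kits, with 2 libraries per group. The authors deposited UMI counts per gene and cell barcode from Cell Ranger 7.1.0, without normalization. The files list genes by Ensembl identifier and state no genome build. Of the identifiers, 99.61% are in the GENCODE release M21 of GRCm38, from which the gene positions given here were taken. Cells with at least 500 genes and at most 10% mitochondrial counts were kept, the cut-offs that the paper gives for stromal cells, since it states none for epithelial cells. Each group was normalized with SCTransform, integrated across its 2 libraries by CCA (the paper used Harmony) and clustered on 30 principal components at a resolution of 0.2. The genes of Figs. 1i, 2d, 2e and 3a took no part in the clustering. Clusters were named from lists of other marker genes, which were fixed before the data were examined, while the level a list had to reach was set after the clusters had been seen. A name ending in "-like" stands for such a list. Fibroblast-like and macrophage-like clusters, which were found only in the assembloid libraries, were left out. This left 24016 and 6790 cells in the 2 assembloid libraries, 4872 and 8034 in the organoid libraries and 4692 and 4310 in the tissue libraries. The UMIs of these cells summed to 153307041 and 106399782 in assembloids, 187583982 and 93004470 in organoids and 47082773 and 36970661 in tissue. The median cell held 3654 and 13882 UMIs in assembloids, 35219 and 6739 in organoids and 3444 and 3702 in tissue, so depth per cell differed more between the libraries of one culture type than between some of the groups. Because cells are not replicates, counts were summed per library. The 3 groups were compared in one fit with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment over the 19188 genes with enough counts. An exact permutation test of 2 libraries against 2 cannot go below a p of 0.33, so none is given. Doublets were left in, because the caller Scrublet marked 1 cell in 1 of the libraries and none in the others. This does not show that doublets were rare. An expected share of 6% was set for every library, though 29410 cells passed in assembloid library 1 and 4310 in tissue library 2.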

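The expression of 9452 of 19188 genes differed between assembloid and tissue epithelium at an adjusted p of 0.05 (edgeR's quasi-likelihood test), 5042 higher and 4410 lower in assembloids. Without tissue replicate 1 the number was 5125, and without tissue replicate 2 it was 5416, with the remaining tissue library taken to vary like the libraries of the other groups. The genes with the largest rise under a rule set in advance were Gm41609 (log2 fold change 9.74), Bnip3 (6.51) and Ly6c1 (5.64), and those with the largest fall were Klk1 (-5.76), Sval1 (-5.74) and Htr4 (-5.57). Among the 11 marker genes of Fig. 1i, 8 differed over all genes tested, and 9 when adjusted over the list alone. The goblet cell gene Muc2 (ENSMUSG00000025515, chromosome 7 of GRCm38 from 141690340 to 141754693) was at 325 ± 158 CPM (SD, n = 2 libraries) in assembloids and 5079 ± 393 (SD, n = 2) in tissue, a log2 fold change of -3.97 (standard error 0.67, adjusted p = 0.00176 from edgeR's quasi-likelihood test). The colonocyte gene Car1 (ENSMUSG00000027556, chromosome 3 from 14766216 to 14808368) was at 1797 ± 381 CPM (SD, n = 2) in assembloids and 519 ± 157 (SD, n = 2) in tissue, a log2 fold change of 1.79 (standard error 0.46, adjusted p = 0.0128 from the same edgeR test), which was no longer called without tissue replicate 1 (1.49, adjusted p = 0.124). The colonocyte gene Krt20 did not differ, with 115 ± 12.2 CPM (SD, n = 2) against 103 ± 30.3 (SD, n = 2), a log2 fold change of 0.16 and an adjusted p of 0.68 in edgeR's test. Its sign turned without tissue replicate 1 (-0.13). The stem cell gene Lgr5 (ENSMUSG00000020140, chromosome 10 from 115450311 to 115587780) was lower in assembloids, with 8.50 ± 0.17 CPM (SD, n = 2) against 17.3 ± 4.70 (SD, n = 2) and a log2 fold change of -1.03 (standard error 0.31, adjusted p = 0.023 from edgeR's test). Leaving out either assembloid library or tissue replicate 1, or allowing at most 5% mitochondrial counts, left Lgr5 below the threshold, with -0.49 under the stricter cell filter. The log2 fold changes of the other genes were -0.81 for Axin2, -1.46 for Mecom, -1.98 for Spink4, -2.64 for Chga and -3.24 for Dclk1, all called, and 0.55 for Mki67 and 0.92 for Syp, which were not. Axin2 was not called without assembloid replicate 2 or tissue replicate 1, nor Dclk1 with all cells kept, and Mki67 was called with DESeq2 and with at most 5% mitochondrial counts. Allowing at most 5% mitochondrial counts also gave a call to another comparison of Fig. 1i genes between groups that had none. The diversity of the named classes, as the Shannon index, was 0.898 ± 0.124 (SD, n = 2) in assembloids and 1.48 ± 0.0269 (SD, n = 2) in tissue. With the 6 libraries clustered together the order turned round, and assembloids exceeded tissue by 0.274.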

Epithelial cells in assembloids resembled the cellular diversity seen in the tissue to a high extent and showed a similar expression pattern as seen in vivo, confirming our morphological observations (Fig. 1i; Supplementary Fig. 3a–d). In contrast, colonic organoids—which require strong activation of Wnt signaling –were enriched for proliferative/stem cells and did not display the same degree of cellular diversity (Fig. 1i; Supplementary Fig. 3e, f). Together, these results demonstrate that colonic epithelium grown as assembloids faithfully mimics the epithelial cellular architecture and cell-type composition of the native tissue.

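Between organoid and tissue epithelium, 9181 of 19188 genes differed at an adjusted p of 0.05 (edgeR's quasi-likelihood test), 4734 higher and 4447 lower in organoids. With tissue replicate 1 or 2 left out, the number was 5214 or 5425. The largest rises were those of Ly6c1 (log2 fold change 6.53), Bnip3 (4.54) and Ckb (4.46), and the largest falls those of Zg16 (-12.08), Klk1 (-8.54) and Muc2 (-8.18). Lgr5 stood at 201 ± 77.7 CPM (SD, n = 2 libraries) in organoids and at 17.3 in tissue, a log2 fold change of 3.54 (standard error 0.33, adjusted p = 9.14e-05 from edgeR's quasi-likelihood test). The proliferation gene Mki67 (ENSMUSG00000031004, chromosome 7 of GRCm38 from 135689784 to 135716361) reached 243 ± 26.0 CPM (SD, n = 2) in organoids, 105 ± 23.8 (SD, n = 2) in assembloids and 71.4 ± 14.7 (SD, n = 2) in tissue, a log2 fold change of organoids over tissue of 1.77 (standard error 0.26, adjusted p = 0.000912 from the same test). Krt20 (ENSMUSG00000035775, chromosome 11 from 99428403 to 99438150) was at 0.63 ± 0.25 CPM (SD, n = 2) in organoids, a log2 fold change against tissue of -7.34 (standard error 0.40, adjusted p = 7.78e-06 from edgeR's test). Of the 11 genes of Fig. 1i, Lgr5, Axin2 and Mki67 were higher in organoids than in tissue, and Car1, Krt20, Muc2, Spink4, Chga, Syp and Dclk1 were lower, and adjusting over the list alone gave the same 10 calls. Syp was not called without organoid replicate 1 or without either tissue library, nor with up to 20% mitochondrial counts, a setting chosen after seeing the data. Mecom did not differ (0.19, adjusted p = 0.632 from edgeR's test) and changed sign without organoid replicate 2 (-0.21). Between organoids and assembloids, 10094 genes differed and all 11 genes of Fig. 1i were called, Lgr5 with a log2 fold change of 4.57, Axin2 with 3.19, Mecom with 1.65 and Mki67 with 1.22 in organoids over assembloids, and the other 7 below 0, from -2.09 for Syp to -7.49 for Krt20. Chga lost its call without either organoid library, and Dclk1 without either organoid library or assembloid replicate 1. Hist1h1b (4.44), Sorbs2 (4.05) and Htr4 (3.87) rose most in organoids over assembloids, and Zg16 (-8.29), Atp2c2 (-6.70) and Dmbt1 (-6.64) fell most. Lists of 8 to 13 marker genes that exclude those of Fig. 1i were tested with limma's camera. In organoids against tissue, the stem-like list (median log2 fold change 1.12, adjusted p = 0.0117) and the cycling list (2.53, adjusted p = 4.68e-05) were higher, and the colonocyte-like (-5.83), goblet-like (-6.29), enteroendocrine-like (-3.43) and tuft-like (-2.71) lists were lower, with adjusted p between 1.57e-06 and 0.00265 from camera. In assembloids against tissue, the cycling list was higher (1.49, adjusted p = 0.0197) and the stem-like (-0.996, adjusted p = 0.016), colonocyte-like (-1.33, adjusted p = 0.0155), goblet-like (-3.80, adjusted p = 0.000106) and enteroendocrine-like (-1.63, adjusted p = 0.00752) lists were lower by camera, and the tuft-like list was not called (-0.92, adjusted p = 0.112). Camera compares a list with the other genes, while fry asks whether the list changes at all and allows for correlation between its genes. Under fry, the organoid calls against tissue held. In assembloids the cycling and enteroendocrine-like lists lost their calls and the tuft-like list gained one. Because fry and camera ask different things, these changes are no check of camera's fixed correlation. Leaving out assembloid replicate 1 changed camera's calls for the cycling list (adjusted p = 0.054) and the tuft-like list (adjusted p = 0.0431), and without tissue replicate 2 the tuft-like median was 0.12 while the mean (-1.39) and the test stayed negative. Over the 71 genes of these lists and Fig. 1i together, the root mean square log2 difference from tissue was 2.76 in assembloids (2.42 to 3.11 over 4 pairs of libraries) and 5.01 in organoids (4.88 to 5.14). Over all 19188 genes it was 2.07 in assembloids (1.93 to 2.21) and 1.85 in organoids (1.80 to 1.90), and over the 4225 genes with a mean log2 CPM of at least 5 it was 0.972 (0.891 to 1.05) and 1.202 (1.09 to 1.31). Pairs of libraries of one group differed by 0.57 to 0.75 over all genes. The Shannon index of the named classes was 0.955 ± 0.0117 (SD, n = 2) in organoids, below tissue by more than the spread, and with the 6 libraries clustered together it exceeded tissue by 0.189.

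**Figure D1:**
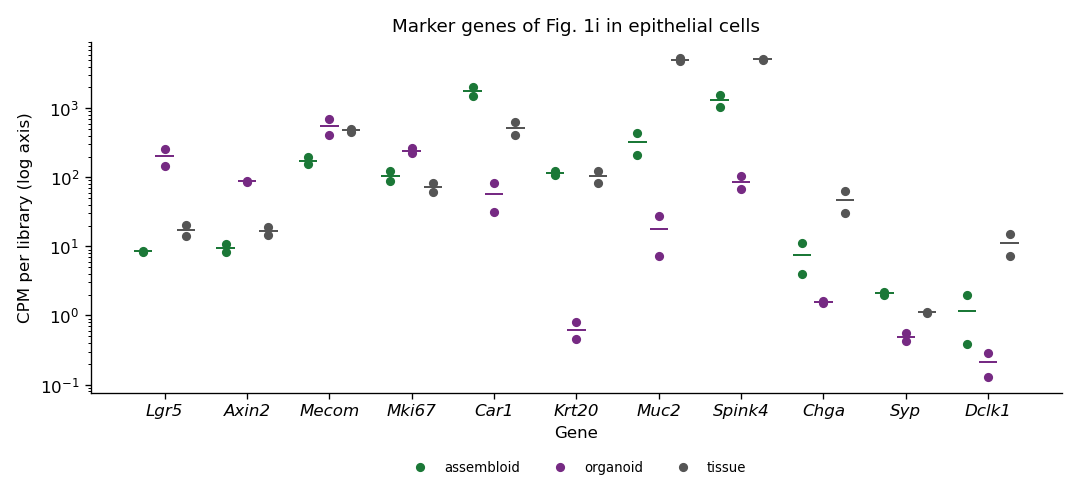
CPM on a log axis of the 11 marker genes of Fig. 1i in epithelial cells of assembloids, organoids and tissue. Each point is 1 library and each bar the mean of 2 libraries; Lgr5 and Axin2 lie highest in organoids, and Car1, Krt20, Muc2, Spink4, Chga, Syp and Dclk1 lie lowest there.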

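Cell-type composition was measured as the share of each library's epithelial cells in each named class. The cell cut-offs kept only 38.7% and 25.4% of the barcodes of the 2 tissue libraries. They kept 89.3% and 55.1% in assembloids and 81.4% and 55.3% in organoids. Tissue shares thus rest on a smaller part of the barcodes, and no class share was measured with a looser mitochondrial cut-off. Cells in clusters that no list named made up 17.3% and 23.2% of the 2 assembloid libraries, 4.91% and 43.4% of the organoid libraries and 48.6% and 46.7% of the tissue libraries. In tissue these unnamed cells had a median of 1061 and 1272 UMIs, and a cluster of 63 of them carried tuft cell genes together with the immune gene Ptprc. Goblet-like cells made up 7.52% ± 0.18 (SD, n = 2 libraries) of assembloid, 3.42% ± 1.79 (SD, n = 2) of organoid and 16.1% ± 1.2 (SD, n = 2) of tissue cells. The share in organoids was below that in tissue (log2 fold change -2.24, adjusted p = 0.0177 from edgeR's quasi-likelihood test on cell numbers) and that in assembloids was not called (-1.10, adjusted p = 0.248). The direction of this second comparison depended on the settings. The assembloid share was called lower with at least 1000 genes per cell (-1.82, adjusted p = 0.00294 from edgeR's test), at a resolution of 0.4 (-1.54), with the Fig. 1i genes kept for clustering (-1.30), with the 6 libraries clustered together (-2.50) and without either organoid library. It was called higher at a resolution of 0.1 (1.87, adjusted p = 0.00495 from edgeR's test), where a goblet-like cluster took in 22367 assembloid cells. The organoid difference was not called with at most 5% mitochondrial counts, at a resolution of 0.1 or without either tissue library. Colonocyte-like cells made up 19.7% ± 11.8 (SD, n = 2) of assembloid, 10.3% ± 2.98 (SD, n = 2) of organoid and 13.3% ± 0.60 (SD, n = 2) of tissue cells and differed in no comparison at these settings. Elsewhere they were called higher in assembloids than in tissue at a resolution of 0.1 (1.62, adjusted p = 0.0226 from edgeR's test) and with the Fig. 1i genes kept for clustering (1.69, adjusted p = 0.0114), and lower in organoids than in tissue at a resolution of 0.4 (-1.96, adjusted p = 0.0126). Enteroendocrine-like cells were 2.22% and 0.943% of the assembloid libraries and 1.30% and 2.95% of the tissue libraries, and no organoid cluster was named so. A stem-like cluster was found in organoids (10.8% ± 3.09, SD, n = 2) and in tissue (10.3% ± 0.56, SD, n = 2), with no difference between them (0.07, adjusted p = 0.975 from edgeR's test). Each group was clustered alone and its clusters were named against each other, so this share does not register a rise of stem cell genes in all cells of a group. No assembloid cluster received that name, since the stem-like genes did not set any cluster apart from the others. At a resolution of 0.4 a stem-like cluster was found there too, with 3.21% and 9.09% of the cells of the 2 libraries, not different from tissue (-0.57, adjusted p = 0.433 from edgeR's test). Cycling cells made up 51.0% ± 14.9 (SD, n = 2) of assembloid, 51.3% ± 19.4 (SD, n = 2) of organoid and 10.5% ± 2.17 (SD, n = 2) of tissue cells, higher than tissue in both cultures (2.28 and 2.29, adjusted p = 0.0177 from edgeR's test). Without either tissue library neither cycling difference was called, and without assembloid replicate 1 that of assembloids was not. That class rests on weak differences, because the largest cycling cluster had a mean log2 fold of only 0.30 for the list in assembloids and 0.29 in organoids, where Srm, Noc4l and Nolc1 led it. The organoid colonocyte-like cluster was led by Areg and Cdkn1a. With the 6 libraries clustered together, the cycling shares were 2.69% and 5.09% in assembloids, 35.6% and 12.2% in organoids and 5.97% ± 1.46 (SD, n = 2) in tissue, and neither culture was called against tissue (-0.62, adjusted p = 0.747, and 2.00, adjusted p = 0.0522, from edgeR's test). The stem-like shares were 6.96% and 20.5% in assembloids, 9.49% and 12.3% in organoids and 9.1% ± 0.1 (SD, n = 2) in tissue, so these shares depend on the clustering. The number of class differences called was 3 of 11 compared, and 0 to 5 with each library left out in turn. The paper draws its conclusion from the clusters and marker genes of Fig. 1i together with the morphology of the assembloids.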

Similar to colon organoids, stomach organoids also require exogenous supplementation of Wnt ligands to maintain stem cell turnover. This Wnt treatment keeps stomach organoids in a highly proliferative state (KI67^+^) and allows them to differentiate into gland base secretory cells (GSII^+^), while MUC5AC^+^ pit mucous cells were rarely observed (Supplementary Fig. 4a). Moreover, our stomach organoids did not show an in vivo-like morphology but rather a cyst-like structure with only a few buds (Supplementary Fig. 4a). To explore whether the assembloid culture system could overcome this, we generated stomach assembloids and cultured them without Wnt (W), R-spondin (R), or noggin (N) (Supplementary Fig. 4b). Stomach assembloids formed gland-like structures after 6 days in WRN-free medium (Supplementary Fig. 4b). We then visualized gastric epithelial cell types in stomach assembloids and stomach tissue by immunofluorescence (Supplementary Fig. 4c). As with colon assembloids, stomach assembloids showed an in vivo-like cell organization, with GSII^+^ secretory cells at the gland base and KI67^+^ proliferative cells at the isthmus, while MUC5AC^+^ pit cells were located in the upper gland (Supplementary Fig. 4c).

### Stromal cellular diversity in colon assembloids

Our data indicated that stromal cells support epithelial crypt formation and cellular organization. To shed light on the cellular diversity and organization of the stroma of colon assembloids, we visualized several key stromal cell types using immunofluorescence and compared them with those in colon tissue. On day 4, assembloids had maintained CD31^+^ endothelial cells, which were organized similarly to those in native tissue (Fig. 2a; Supplementary Fig. 5a). β3-tubulin (TUBB3) staining revealed the presence of neuronal cell bodies without processes on day one, while on day 4, they had extended axonal processes into the stromal compartment similarly to the pattern observed in the colon (Fig. 2a; Supplementary Fig. 5a). Vimentin (VIM)^+^ fibroblasts and α-SMA^+^ myofibroblasts showed a disordered distribution on day 1 (Supplementary Fig. 5a), while on day 4 VIM^+^ fibroblasts were located beneath and between crypts in close contact with epithelium, whereas α-SMA^+^ myofibroblasts were found mainly in the outer layer, similar to the lamina muscularis mucosae in the colon (Fig. 2b; Supplementary Fig. 5a).

**Fig. 2:**
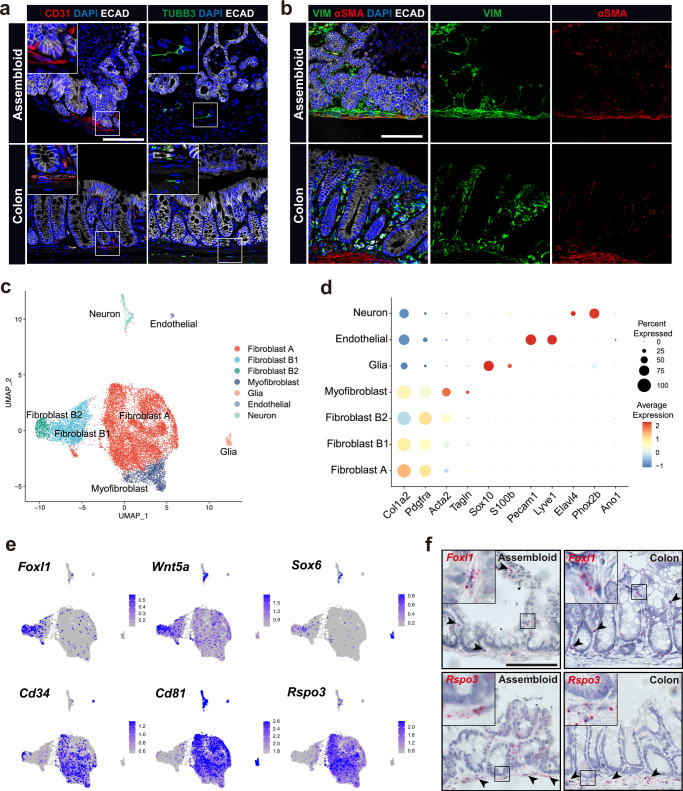
Stromal cellular complexity of colon assembloids. **a** Immunofluorescence images of day 4 colon assembloids and tissue stained for endothelial cells (CD31) and neuronal cells (TUBB3). **b** Immunofluorescence images of day 4 colon assembloids and tissue stained for fibroblast (VIM) and myofibroblast (αSMA) markers. **c** UMAP plot of scRNA-seq dataset from colon assembloid stromal cells. **d** Dot plot showing expression of known marker genes against detected stromal clusters in colon assembloids identified by scRNA-seq. Circle size represents the within-cluster probability of gene detection. Fill color represents the normalized average expression level. **e** UMAP expression plots of telocyte marker genes (*Foxl1*, *Wnt5a*, and *Sox6*) and trophocyte marker genes (*Cd34*, *Cd81*, and *Rspo3*) in the assembloid dataset. Cells colored by normalized expression of indicated marker genes. **f** Single-molecule in situ hybridization (sm-ISH) showing localization of *Foxl1* and *Rspo3* in assembloids and colon tissue. Scale bars: 100 µm. scRNA-seq data are from two biological replicates per group. Images are representative of at least three biological replicates.

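Stromal cells of assembloids were sequenced in 2 libraries from 2 C57BL/6 mice. They had been selected as EpCAM-negative and run with 10x Genomics kits, and the authors deposited UMI counts per gene and cell barcode from Cell Ranger 6.0.1, without normalization. The same cell cut-offs were applied as for the epithelial cells, and SCTransform with regression of the mitochondrial share, CCA, 30 principal components and a resolution of 0.2 followed the paper's methods. The kept cells held 161750159 and 139755286 UMIs, with a median of 15449 and 13246 UMIs per cell. All genes that Figs. 2d, 2e and 3a report were kept out of the clustering and of the naming. Fibroblast clusters were called telocyte-like or trophocyte-like after whichever of 2 lists of 11 other marker genes lay higher in them. UMIs were then summed per library and class, and classes were compared with edgeR's quasi-likelihood test with the library as a block, TMM normalization and Benjamini-Hochberg adjustment over 12612 genes. All 7 classes with at least 20 cells in each library entered 1 fit.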

Next, we performed scRNA-seq for non-epithelial (EpCAM-negative) cells from assembloids. 

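At a resolution of 0.2 the stromal cells formed 12 clusters, and at 0.1 they formed 8. Trophocyte-like clusters (5 of the 12) and telocyte-like clusters (2 of the 12) made up most cells. In some of the trophocyte-like clusters, with 57.1% and 59.1% of the cells of the 2 libraries, both marker lists lay below the mean of the fibroblasts. Their name is therefore weak. Among all trophocyte-like clusters, 1 was led by the interferon-induced genes Cxcl10 and Ifit3, 1 by cell cycle genes and 1 by genes that include Hmox1, Dnajb1 and Adm. The other clusters were neuron-like, glia-like, endothelial-like, an epithelial cluster led by Krt15, Krt14 and Krt5 and a gut epithelial cluster led by Agr2 and Lgals4. Neuron-like cells made up 2.55% ± 0.561 (SD, n = 2 libraries), glia-like cells 1.24% ± 0.112 (SD, n = 2) and endothelial-like cells 0.576% ± 0.359 (SD, n = 2) of the cells. The share of endothelial-like cells rested on 29 and 75 cells, and these also carried macrophage genes, such as Lyz2 at 1421 ± 788 CPM (SD, n = 2). Col1a2 (ENSMUSG00000029661) was highest in the trophocyte-like class, at 2212 ± 608 CPM (SD, n = 2), and then in the telocyte-like class, at 1489 ± 346 (SD, n = 2), and both fibroblast classes together exceeded the others by a log2 fold change of 2.25 (standard error 0.17, adjusted p = 5.05e-07 from edgeR's quasi-likelihood test). Pdgfra followed the same order, with 246 ± 58.4 CPM (SD, n = 2) and 217 ± 21.6 (SD, n = 2) in these classes and at most 48.9 in any other. Sox10 was at 207 ± 42.1 CPM (SD, n = 2) in glia-like cells and at most 0.60 elsewhere, and S100b at 84.5 ± 41.8 (SD, n = 2), against 35.6 in neuron-like cells. Pecam1 and Lyve1 were at 209 ± 5.81 and 635 ± 127 CPM (SD, n = 2) in endothelial-like cells. Elavl4 was at 290 ± 98.1 CPM (SD, n = 2) in neuron-like cells. Each of these 7 genes was called in its class against the mean of the others, and this held in every alternative run. No cluster was led by myofibroblast genes. Acta2 was at 91.0 ± 17.2 CPM (SD, n = 2) in trophocyte-like and 90.2 ± 15.3 (SD, n = 2) in telocyte-like cells, and Tagln at 32.9 ± 12.1 (SD, n = 2) and 6.66 ± 1.23 (SD, n = 2). Ano1 was highest in the epithelial cluster led by Krt15, at 32.4 ± 5.71 CPM (SD, n = 2).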

Graph-based clustering revealed seven cell clusters (Fig. 2c, d; Supplementary Fig. 5b): Fibroblast populations Fibroblast A and B1/B2 (*Col1a2*^+^ *Pdgfra*^+^), myofibroblasts (*Acta2*^+^ *Tagln*^+^), glial cells (*Sox10*^+^ *S100b*^+^), endothelial cells (*Pecam1*^+^ *Lyve1*^+^), and neurons (*Elavl4*^+^ *Phox2b*^+^). To compare the stromal cell types in assembloids and colon tissue, we analyzed integrated data from two published in vivo datasets^2,23^, which confirmed the presence of the key subsets of cells found in vivo (Supplementary Fig. 6a, b). Previous studies have identified subsets of fibroblasts in the small intestine with distinct functional features^9^. Based on their expression pattern, these cells were termed telocytes, expressing high levels of *Pdgfra* and forkhead box L1 (*Foxl1*) and trophocytes, expressing *Cd34* and *Cd81*. In the colon, we identified three subsets of cells, with Fibroblast 2 resembling telocytes, and Fibroblast 1 and 3 resembling features of trophocytes (Supplementary Fig. 6a–d).

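Cd34 (ENSMUSG00000016494, chromosome 1 of GRCm38 from 194938819 to 194961279), Cd81 (ENSMUSG00000037706, chromosome 7 from 143052739 to 143067934) and Foxl1 (ENSMUSG00000097084, chromosome 8 from 121127940 to 121130644) were compared between the 2 fibroblast classes, to which they had not contributed. Foxl1 was at 7.82 ± 2.07 CPM (SD, n = 2 libraries) in telocyte-like and 0.53 ± 0.13 (SD, n = 2) in trophocyte-like cells, a log2 fold change of 3.87 (standard error 0.35, adjusted p = 3.12e-05 from edgeR's quasi-likelihood test). Cd81 was at 99.4 ± 33.1 CPM (SD, n = 2) in telocyte-like and 516 ± 51.6 (SD, n = 2) in trophocyte-like cells, a log2 fold change of -2.40 (standard error 0.16, adjusted p = 3.47e-06 from the same test), and was highest in glia-like cells, at 1768 ± 94.7 CPM (SD, n = 2). Cd34 was at 14.8 ± 5.23 CPM (SD, n = 2) in telocyte-like and 31.8 ± 5.91 (SD, n = 2) in trophocyte-like cells. Its log2 fold change of -1.10 (standard error 0.38) was not called over all genes (adjusted p = 0.096 from edgeR's test) but was called when adjusted over the list alone (adjusted p = 0.0132). With no filter on low counts it was called over all genes too (-1.11, adjusted p = 8.20e-08), and likewise between the largest cluster of each class (-1.41, adjusted p = 0.00783), a setting chosen after seeing the data. In the largest trophocyte-like cluster, however, both marker lists lay below the mean of the fibroblasts. With only the clusters whose own list lay above that mean, Cd34 kept its direction but was not called. That setting too was chosen after seeing the data. Endothelial-like cells held the highest level of Cd34, at 66.0 ± 21.5 CPM (SD, n = 2).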

In our assembloids, based on expression of the marker genes *Cd34*, *Cd81*, and *Foxl1*^2,9,14,24^ we identified the Fibroblast A cluster as trophocyte-like cells (*Cd34*^+^ *Cd81*^+^ *Foxl1*^-^) and Fibroblast B1/2 as telocyte-like cells (*Cd34*^-^ *Cd81*^-^ *Foxl1*^+^) (Fig. 2e). Fibroblast A was also marked by the Wnt agonist R-spondin 3 (*Rspo3*) (Fig. 2e; Supplementary Fig. 5c), a key driver of stem cell self-renewal^3,25^, while Fibroblast B1/2 expressed the non-canonical Wnt ligand *Wnt5a* and *Sox6* (Fig. 2e; Supplementary Fig. 5c), which is in line with in vivo findings (Supplementary Fig. 6c, d)^2,9^. 

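Rspo3 (ENSMUSG00000019880, chromosome 10 of GRCm38 from 29452416 to 29535867) was highest of the 7 classes in trophocyte-like cells, at 154 ± 45.8 CPM (SD, n = 2 libraries), against 20.3 ± 0.18 (SD, n = 2) in telocyte-like cells. The log2 fold change of telocyte-like over trophocyte-like cells was -2.93 (standard error 0.26, adjusted p = 1.73e-05 from edgeR's quasi-likelihood test). Wnt5a (ENSMUSG00000021994, chromosome 14 from 28504750 to 28527448) was highest in telocyte-like cells, at 98.8 ± 3.03 CPM (SD, n = 2), and was at 41.1 ± 7.25 (SD, n = 2) in trophocyte-like cells, a log2 fold change of 1.29 (standard error 0.22, adjusted p = 0.00227 from the same test). It was also at 71.9 ± 40.0 CPM (SD, n = 2) in neuron-like cells, and with the 2 libraries merged without integration the difference between the fibroblast classes was not called (0.70, adjusted p = 0.0511). Sox6 (ENSMUSG00000051910, chromosome 7 from 115470872 to 116038796) was low in both fibroblast classes, at 2.02 ± 0.21 CPM (SD, n = 2) in telocyte-like and 0.22 ± 0.04 (SD, n = 2) in trophocyte-like cells, a log2 fold change of 3.16 (standard error 0.43, adjusted p = 0.000411 from edgeR's test). These levels rest on 45 and 69 UMIs in telocyte-like and 27 and 18 UMIs in trophocyte-like cells, while Sox6 reached 43.5 ± 5.78 CPM (SD, n = 2) in glia-like cells.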

Of note, Gene Set Variation Analysis showed some heterogeneity within the Fibroblast B clusters, with Fibroblast B2 in assembloids most closely resembling Fibroblast 2 in the colon, while Fibroblast B1 in assembloids shows some features of Fibroblast 1 as well as Fibroblast 2 in the colon (Supplementary Fig. 6e).

We next assessed the spatial distribution of the fibroblast populations in assembloids using single-molecule in situ hybridization (sm-ISH) for *Foxl1* and *Rspo3* (Fig. 2f). *Foxl1* expression (Fibroblast B1/B2 in assembloids, Fibroblast 2 in the colon) was located primarily along the crypt axis with only a few cells in close proximity to the epithelium at the crypt base. *Rspo3* expression (Fibroblast A in assembloids, Fibroblast 1/3 in the colon) was concentrated beneath the crypts. Overall, these data demonstrate that assembloids closely mimic not only the epithelial but also the mesenchymal architecture of colonic crypts in vivo, recapitulating the diversity and spatial distribution of stromal cells including telocyte- and trophocyte-like cells.

### Assembloids resemble BMP molecule expression in the colon

Telocytes and trophocytes express molecules with opposing effects on BMP signaling^9^. To explore the functionality of the identified telocyte- and trophocyte-like cells in our assembloids, we analyzed the expression of factors that regulate BMP signaling. Consistent with in vivo data (Supplementary Fig. 6f), BMP antagonists including gremlin 1 (*Grem1*), gremlin 2 (*Grem2*), and matrix Gla protein (*Mgp*) were indeed expressed in Fibroblast A, and BMP agonists such as *Bmp2*, *Bmp5*, and *Bmp7*, were almost exclusively expressed in Fibroblast B1/B2 (Fig. 3a, b). 

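The BMP antagonist Grem1 (ENSMUSG00000074934, chromosome 2 of GRCm38 from 113746164 to 113758646) was at 850 ± 30.4 CPM (SD, n = 2 libraries) in trophocyte-like and 341 ± 64.3 (SD, n = 2) in telocyte-like cells, a log2 fold change of telocyte-like over trophocyte-like cells of -1.35 (standard error 0.21, adjusted p = 0.0011 from edgeR's quasi-likelihood test). Mgp (ENSMUSG00000030218, chromosome 6 from 136872435 to 136875823) was at 896 ± 65.1 CPM (SD, n = 2) and 92.7 ± 8.19 (SD, n = 2) in these classes, a log2 fold change of -3.27 (standard error 0.42, adjusted p = 0.000283 from the same test). It was not called with the libraries merged without integration (-1.10, adjusted p = 0.11). Bmp2 (ENSMUSG00000027358, chromosome 2 from 133552159 to 133562885) was at 263 ± 47.7 CPM (SD, n = 2) in telocyte-like and 26.1 ± 7.56 (SD, n = 2) in trophocyte-like cells, a log2 fold change of 3.34 (standard error 0.43, adjusted p = 0.000278 from edgeR's test), and at 80.2 ± 10.4 (SD, n = 2) in endothelial-like cells. Bmp5 (ENSMUSG00000032179, chromosome 9 from 75775364 to 75900310) was at 47.4 ± 3.34 CPM (SD, n = 2) in telocyte-like cells and at most 4.32 in any other of the 7 classes, a log2 fold change of 4.81 (standard error 0.22, adjusted p = 3.09e-07 from edgeR's test) over trophocyte-like cells. Bmp7 was at 54.5 ± 8.15 CPM (SD, n = 2) in telocyte-like and 2.31 ± 0.45 (SD, n = 2) in trophocyte-like cells, a log2 fold change of 4.56 (adjusted p = 1.18e-06 from edgeR's test), and at 26.7 ± 1.09 (SD, n = 2) in the epithelial cluster led by Krt15. Of the 11 genes reported here for the 2 fibroblast types, 10 were called over all genes and 11 when adjusted over the list alone, all in the direction the text gives. Across the alternatives the number called ranged from 7 of 10 tested, with the libraries merged without integration, to 11 of 11. Of the other genes of Fig. 3a, Bmp4 was highest in telocyte-like cells, at 509 ± 90.9 CPM (SD, n = 2), Chrd in trophocyte-like cells, at 5.12 ± 0.18 (SD, n = 2), Fst in neuron-like cells, at 145 ± 52.9 (SD, n = 2), and Bmp1 in glia-like cells, at 153 ± 48.3 (SD, n = 2). Bmp3 did not differ between the fibroblast classes (-0.62, adjusted p = 0.0826 from edgeR's test), and Nog and Bmp6 stayed under 6 CPM in every class. The paper sets these opposite patterns beside published in vivo data, which were not analysed here, and takes the 2 fibroblast types to act on BMP signaling in opposite ways.

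**Figure D2:**
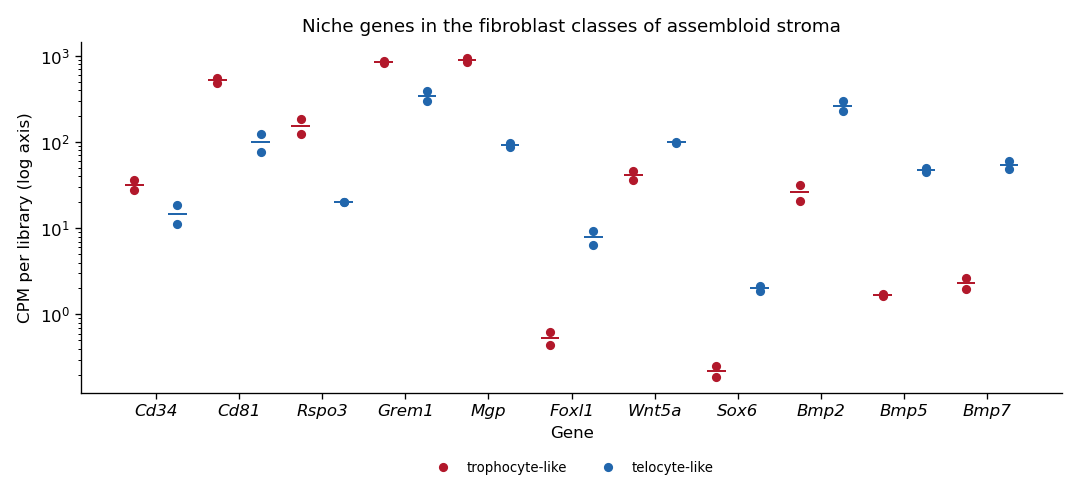
CPM on a log axis of the 11 genes reported here for the fibroblast types, in trophocyte-like and telocyte-like cells of assembloid stroma. Each point is 1 library and each bar the mean of 2 libraries; Cd34, Cd81, Rspo3, Grem1 and Mgp lie higher in trophocyte-like cells in both libraries, and Foxl1, Wnt5a, Sox6, Bmp2, Bmp5 and Bmp7 in telocyte-like cells.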

*Bmp2* and *Grem1* are highly expressed in the colon tissue and show a distribution that is in line with the well-explored gradient of BMP signaling towards the top of the crypt^2,26,27^.

**Fig. 3:**
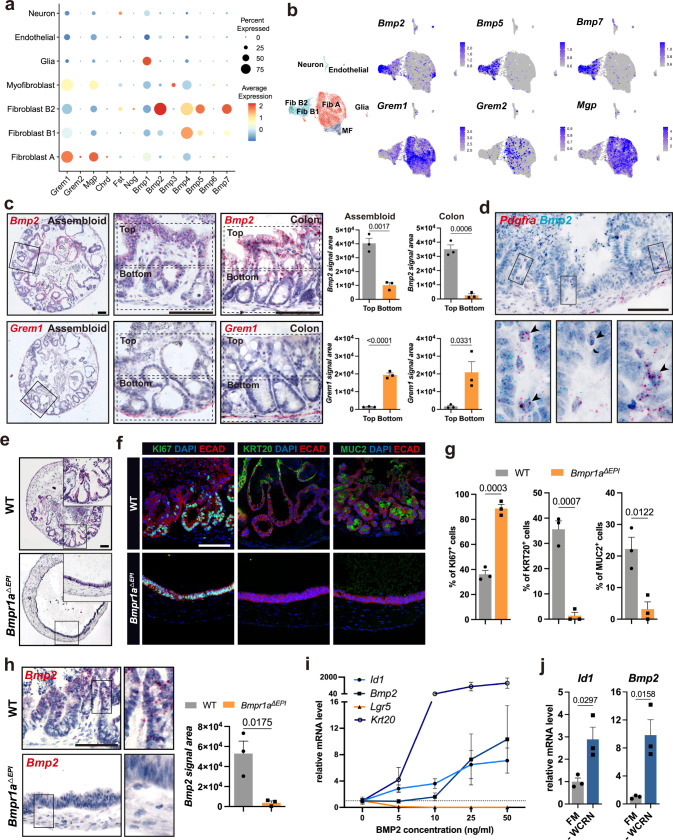
BMP gradient in colon assembloids and its effect on colonic crypt formation. **a** Dot plot showing expression of BMP signaling molecules in the identified stromal cell clusters from assembloids. **b** UMAP expression plots of BMP ligand genes (*Bmp2*, *Bmp5*, and *Bmp7*) and BMP antagonist genes (*Grem1*, *Grem2*, and *Mgp*) for stromal cells in assembloids. **c** Single-molecule in situ hybridization (sm-ISH) using serial sections showing localization of *Bmp2* and *Grem1* in assembloids and colon tissue; quantification for *Bmp2* and *Grem1* signal area divided into top and bottom in the crypt (*n* = 3 biological replicates per group). **d** Duplex sm-ISH showing co-localization of *Pdgfra* and *Bmp2* in assembloids. **e** Hematoxylin and eosin (H&E) staining of an assembloid derived from a wild-type mouse (WT) and an assembloid comprised of epithelial cells from an *Axin2CreErt2/Bmpr1a*^*fl/fl*^ mouse and WT mesenchymal cells from a WT mouse (*Bmpr1a*^*ΔEPI*^). **f**, **g**) Immunofluorescence images and quantification of WT and *Bmpr1a*^*ΔEPI*^ assembloids stained for KI67, KRT20, and MUC2 (*n* = 3 biological replicates per group). **h** sm-ISH images and quantification of *Bmp2* expression in WT and *Bmpr1a*^*ΔEPI*^ assembloids (*n* = 3 biological replicates per group). **i** qPCR for expression of the stem cell marker *Lgr5*, the colonocyte marker *Krt20*, the BMP ligand *Bmp2*, and the BMP target *Id1* from organoids cultured with different concentrations of BMP2 (*n* = 3 biological replicates per group). **j** qPCR for expression of *Id1* and *Bmp2* from organoids cultured in full medium (FM) or in medium without sWnt, R-spondin 1, CHIR99021, or noggin (-WCRN) (*n* = 3 biological replicates per group). Scale bars: 100 µm. Data are presented as mean ± SEM. Statistical analyses were performed using Student’s *t*-test (two-tailed) for (**c**, **g**, **h**), and (**j**). Fib Fibroblast, MF Myofibroblast. scRNA-seq data are from two biological replicates per group. Images are representative of at least three biological replicates. Source data are provided as a Source Data file.

We thus explored the local expression of these two molecules using sm-ISH on serial sections of assembloids and colon tissue. In both, *Bmp2* was expressed predominantly at the top of crypts in epithelial as well as stromal cells, gradually decreasing towards the base (Fig. 3c). Both assembloids and colon also showed a similar expression pattern of the BMP inhibitor *Grem1*, a specific trophocyte marker^9^, which was expressed in the subcryptal stromal cell compartment (Fig. 3c). Duplex ISH for *Bmp2* and *Pdgfra* in assembloids confirmed that in addition to surface epithelial cells, *Pdgfra*^+^ fibroblasts located in the intercrypt regions indeed expressed *Bmp2*. Furthermore, we visualized the BMP signaling target gene *Id1* in assembloids and colon tissue, both of which showed enriched expression at the upper crypt but not at the base (Supplementary Fig. 7a).

### Epithelial BMP promotes differentiation and crypt formation

BMP is a key factor that drives cell differentiation in the gastrointestinal tract^28^. To explore the functionality of our model for investigating the signaling between epithelium and stroma in detail, we analyzed the role of BMP signaling in establishing crypt cell organization. BMP receptor type 1A (BMPR1A), with a high affinity for BMP2, has been widely utilized to study the role of BMP signaling in the gastrointestinal tract^28^. We thus generated assembloids from wild-type (WT) stromal cells and *Bmpr1a* knock-out (KO) epithelial cells (*Bmpr1a*^*ΔEPI*^) that were derived from *Axin2*^*CreErt2*^*/Bmpr1a*^*fl/fl*^ mice. These assembloids failed to compartmentalize and remained as simple spheroids lined with an epithelial monolayer (Fig. 3e). In addition to the defective crypt formation, epithelial cells also failed to differentiate, as assessed by expression of KRT20 and MUC2 (Fig. 3f, g). In contrast, the pan-proliferative marker KI67 was highly expressed throughout the epithelium (Fig. 3f, g). Thus, we confirmed in assembloids the critical role of BMP signaling for epithelial differentiation.

*Bmpr1a*^*ΔEPI*^ assembloids showed significantly lower levels of *Bmp2* expression than WT assembloids (Fig. 3h). Additionally, *Bmp2* was expressed in differentiated surface cells in the colon in vivo as well as in the WT assembloids (Fig. 3c, h). Indeed using organoids we found that *Bmp2* expression was low in organoids grown in FM but was induced when organoids were differentiated by addition of BMP2 or culture in WCRN-free medium (Fig. 3i, j; Supplementary Fig. 7b–d), which is consistent with our recent findings in the stomach showing a positive feed-forward loop of BMP signaling in epithelial cells^29^.

### BMP shapes the identity and function of the stromal niche

The spatial distribution of BMP signaling molecules led us to ask whether and how BMP may affect the mesenchymal compartment during assembloid growth. Sm-ISH showed that in early cultures, the expression level of *Bmp2* was low, and *Foxl1*^+^ *Wnt5a*^+^ telocyte-like cells were absent, while *Grem1* was broadly expressed in the stromal compartment (Supplementary Fig. 7e). As mature crypts formed, *Bmp2* production was augmented at the top of the crypts, while stromal cells in the inter-crypt region expressed *Foxl1* and *Wnt5a* but no *Grem1* (Supplementary Fig. 7e), suggesting a potential relationship between BMP signaling and stromal cell organization.

To explore this, we generated assembloids from *Bmpr1a* KO mesenchymal stromal cells and WT epithelial cells (*Bmpr1a*^*ΔMES*^). Similar to the *Bmpr1a*^*ΔEPI*^ assembloids, the epithelial cells failed to form proper crypt structures and differentiate (Fig. 4a–c), suggesting that crypt maturation requires activation of BMP signaling in the stroma. Visualizing trophocyte- and telocyte-like cells in *Bmpr1a*^*ΔEPI*^ and *Bmpr1a*^*ΔMES*^ assembloids by sm-ISH (Fig. 4d, e) revealed that both *Bmpr1a*^*ΔEPI*^ and *Bmpr1a*^*ΔMES*^ assembloids expressed only low level of the telocyte-specific gene *Foxl1* (Fig. 4d, e). Moreover, we again observed greatly diminished *Bmp2* expression in both epithelium and stroma of *Bmpr1a*^*ΔMES*^ assembloids, as found in *Bmpr1a*^*ΔEPI*^ assembloids (Fig. 4f).

**Fig. 4:**
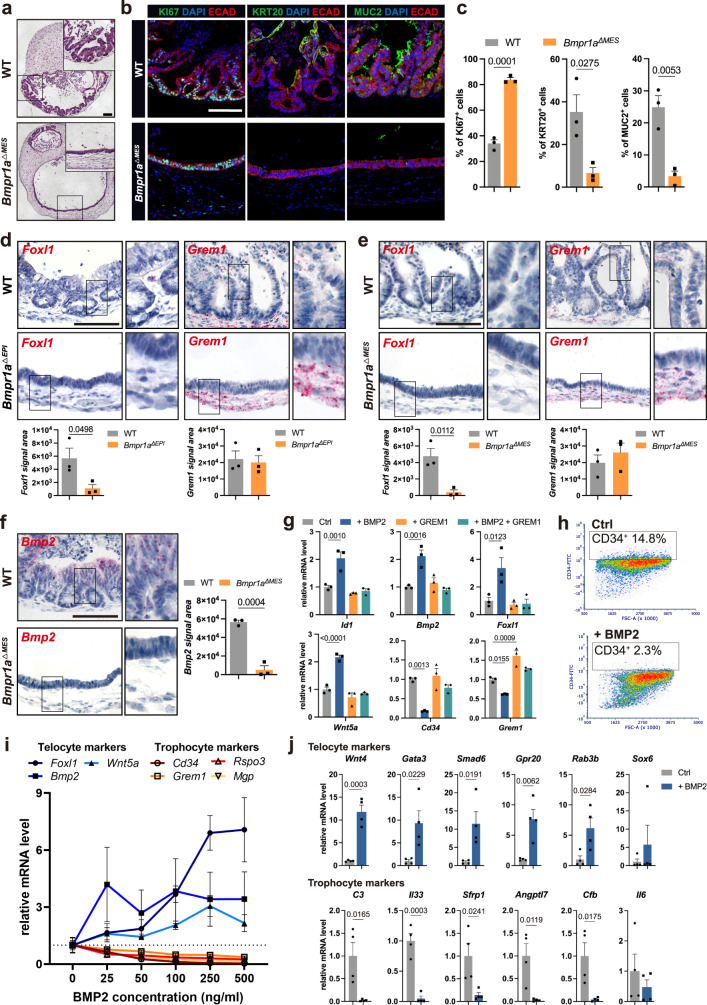
BMP signaling promotes functional transition of stromal cells. **a** Hematoxylin and eosin (H&E) staining of a WT assembloid and an assembloid comprising *Bmpr1a* KO mesenchymal cells derived from a *Bmpr1a*^*fl/fl*^ mouse and WT epithelial cells from a WT mouse (*Bmpr1a*^*ΔMES*^). **b**, **c** Immunofluorescence images and quantification of WT and *Bmpr1a*^*ΔMES*^ assembloids stained for KI67, KRT20, and MUC2 (*n* = 3 biological replicates per group). **d** sm-ISH images and quantification of *Foxl1* and *Grem1* expression in WT and *Bmpr1a*^*ΔEPI*^ assembloids (*n* = 3 biological replicates per group). **e** sm-ISH images and quantification of *Foxl1* and *Grem1* expression in WT and *Bmpr1a*^*ΔMES*^ assembloids (*n* = 3 biological replicates per group). **f** sm-ISH images and quantification of *Bmp2* expression in WT and *Bmpr1a*^*ΔMES*^ assembloids (*n* = 3 biological replicates per group). **g** qPCR for expression of *Id1*, telocyte marker genes (*Bmp2*, *Foxl1*, and *Wnt5a*), and trophocyte marker genes (*Cd34* and *Grem1*) of primary murine colon stromal cells cultured in normal medium, or treated with 50 ng/ml BMP2, 500 ng/ml GREM1, or 50 ng/ml BMP2 and 500 ng/ml GREM1 (*n* = 3 biological replicates per group). **h** Flow cytometry analysis of EpCAM^-^ CD45^-^ CD31^-^ CD34^+^ cell fractions in primary murine colon stromal cells cultured in normal medium or treated with 50 ng/ml BMP2. **i** qPCR for expression of telocyte and trophocyte marker genes in EpCAM^−^ CD45^−^ CD31^−^ CD34^+^ primary murine colon stromal cells exposed to the indicated BMP2 concentrations (*n* = 3 biological replicates per group). **j** qPCR for expression of additional telocyte and trophocyte marker genes of EpCAM^−^ CD45^−^ CD31^−^ CD34^+^ primary murine colon stromal cells exposed to 250 ng/ml BMP2 (*n* = 4 biological replicates per group). Scale bars: 100 µm. Data are presented as mean ± SEM. Statistical analyses were performed using Student’s *t* test (two-tailed) for (**c**–**f**) and (**j**); using one-way ANOVA, followed by Tukey’s multiple comparisons test for (**g**). Images are representative of at least three biological replicates. Source data are provided as a Source Data file.

To study the impact of BMP2 on mesenchymal stromal cells, we treated primary colon stromal cells with BMP2. qPCR confirmed their responsiveness by upregulated expression of *Id1* (Fig. 4g). We noticed that similar to the epithelium, BMP2 also triggered the expression of *Bmp2* (Fig. 4g). Remarkably, we found that the telocyte markers *Foxl1* and *Wnt5a* were both significantly increased, while the trophocyte markers *Cd34* and *Grem1* were downregulated after BMP2 treatment (Fig. 4g). These effects could be reversed by adding the BMP inhibitor GREM1 to the culture (Fig. 4g). Accordingly, flow cytometry revealed a reduction in the proportion of EpCAM^-^ CD45^-^ CD31^-^ (non-epithelial, non-immune, non-endothelial) CD34^+^ trophocyte-like cells upon BMP2 treatment (Supplementary Fig. 7f; Fig. 4h).

To further dissect the effect of BMP2 on trophocyte-like cells, we performed fluorescence-activated single-cell sorting (FACS) to isolate EpCAM^-^ CD45^-^ CD31^-^ CD34^+^ stromal cells from mouse colon and exposed them to BMP2 (Supplementary Fig. 7g; Fig. 4i, j). qPCR showed that BMP2 led to a significant decrease in the expression of trophocyte (Fibroblast 1/3) marker genes, while the expression of telocyte (Fibroblast 2) marker genes was increased (Supplementary Fig. 7h; Fig. 4i, j). Together, these results demonstrate stromal responses to BMP signaling and indicate that the spatial distribution of stromal cell subsets is determined by local signals from epithelium.

### Generation of colon tumor assembloids

To investigate whether assembloids can also be used to model intestinal tumorigenesis, we induced colitis-associated tumors in mice using the previously established azoxymethane/dextran sodium sulfate (AOM/DSS) model (Supplementary Fig. 8a, b)^30,31^. We first grew organoids from the tumor tissue and found that they exhibited Wnt-, CHIR-99021-, and noggin-independent growth (Supplementary Fig. 8c, d). We then generated tumor assembloids using tumor organoids and WT stromal cells. Colon tumor cells in assembloids grew as irregular ridges rather than typical crypt-like structures, similar to the tumor morphology in vivo (Fig. 5a), which we did not see when we cultured tumors as organoids (Supplementary Fig. 8d). As with tumor cells in vivo, most epithelial cells in the assembloids were highly proliferative, and differentiation was impaired (Fig. 5b). We noticed high levels of active nuclear YAP1 in both tumor assembloids and tissue (Fig. 5c), indicative of a more primitive state with fetal-like properties^32^. Overall, these results show that the assembloid model is also able to capture the morphological characteristics of colon tumors and could be used to study the interaction between tumors and their microenvironment.

**Fig. 5:**
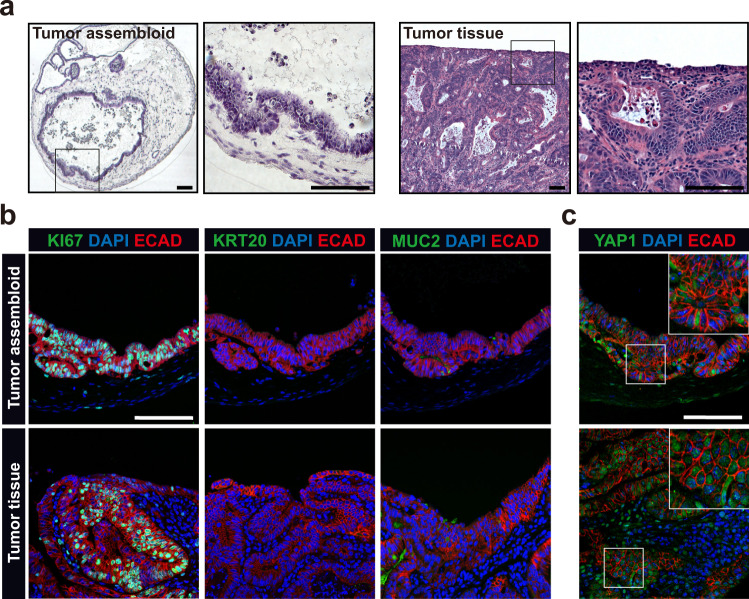
Establishment of colon tumor assembloids. **a** Hematoxylin and eosin (H&E) staining of a colon tumor assembloid and colon tumor tissue derived from the AOM/DSS mouse model. **b** Immunofluorescence images of a tumor assembloid and tumor tissue stained for KI67, KRT20, and MUC2. **c** Immunofluorescence images of a tumor assembloid and tumor tissue stained for active YAP1. Scale bar: 100 µm. Images are representative of at least three biological replicates.

## Discussion

Here we have developed an assembloid culture system that enables the study of intercellular communication and self-organization of gastrointestinal tissues. The system allows dissection of the molecular signals provided by stromal cells along the crypt axis that control epithelial proliferation and differentiation, as well as vice versa the influence of epithelial signals on stromal cells. By recapitulating the processes that coordinate epithelial self-organization and maturation, the assembloid system enables the investigation of gastrointestinal mucosal development and homeostasis in vitro and will be able to rapidly drive a better understanding of processes responsible for tissue dysfunction and malignant transformation.

Currently, gastrointestinal organoids represent the gold standard for studying epithelial stem cell behavior in the gastrointestinal tract^33^. The organoid system has revolutionized biomedical research and also lends itself to the modeling of gastrointestinal disorders^34,35^. While organoids mimic intestinal epithelial self-organization to a certain degree^10^, they mostly resemble the crypt base stem cell compartment^11^. Although differentiation can be induced by withdrawal of growth factors, the differentiation capacity of organoids is limited, and the stem cell compartment is lost in differentiation conditions, thus preventing the modeling of the full spectrum of crypt cell states. This is particularly true for colon and stomach organoids, which, in contrast to organoids from the small intestine, rely on high Wnt supplementation, resulting in a highly proliferative, immature epithelium^11,29^. Our assembloids enable the generation of a culture that resembles mature crypts and contains both adult stem cells as well as differentiated cells, which results from the reciprocal interplay between the stroma and the epithelium in the establishment of gastrointestinal crypts. Assembloids thus anatomically resemble the in vivo state more closely and comprehensively than conventional organoids and allow investigation of the processes that are responsible for the formation and maintenance of the signaling gradients guiding cellular differentiation along the crypt axis.

The high proliferative activity of the gastrointestinal epithelium makes it challenging to establish an ideal culture condition that includes less proliferative cells from the stroma. Recently, several groups have used co-culture systems with defined gastrointestinal cell subsets such as epithelial cells and fibroblasts/myofibroblasts^36,37^, vessels^38^, immune cells^39^, or neural cells^40,41^ derived from adult primary cells or pluripotent-stem-cells. These systems used either air-liquid interface (ALI) cultures with stromal cells separated from the epithelium or relied on the traditional organoid technique, with the additional cell types added to the static Matrigel drop. Both approaches have provided important insights but fail to fully recapitulate the interplay between epithelium and stroma or the emergence of mature crypts in vitro. Our system allows the expansion of epithelial cells in direct contact with stromal cells and we reveal that this close interplay is a crucial basis for crypt maturation and the corresponding organization of the stroma.

A previous study has reported the generation of assembloids from the urinary bladder as well as corresponding tumors^42^. These multilayer assembloids also exhibited characteristics of the mature adult tissue and elucidated the determination of tumor plasticity induced by stromal cells. However, unlike our colon assembloids, the stromal compartment of the bladder assembloid system was derived from heterologous origins, including mouse embryonic fibroblasts and the human lung microvascular endothelial cell line-5a (HULEC-5a). These cell lines indeed also supported the formation of organotypic structures by the epithelium. In our assembloid system, we used primary stromal cells from homologous tissue and reveal remarkable anatomical self-organization of these cells as well the underlying signals. 

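Over all passing cells of the 2 stromal libraries, the Wnt activator Rspo3 was at 87.5 and 134 CPM, with a mean of 111 ± 32.8 (SD, n = 2). These cells include the gut epithelial cluster and the epithelial cluster led by Krt15. The latter held 9.63% of the cells of library 1 and 0.542% of library 2. The values given here are thus not those of stromal cells alone, and the libraries differ in this admixture. Wnt5a was at 51.4 ± 4.70 CPM (SD, n = 2), Wnt4 at 48.4 ± 20.9 (SD, n = 2) and Wnt2 at 33.9 ± 4.00 (SD, n = 2). Rspo1 was at 7.17 ± 2.59 CPM (SD, n = 2), Wnt2b at 2.74 ± 1.04 (SD, n = 2) and Wnt6 at 2.37 ± 0.478 (SD, n = 2), and Wnt9a, Rspo2 and Rspo4 lay under 1 CPM. The ligands Wnt3 and Wnt3a were close to the limit of detection, with 4 and 0 UMIs of Wnt3 and 1 UMI of Wnt3a in each library. Among the BMP inhibitors, Grem1 was at 648 ± 14.0 CPM (SD, n = 2), Fst at 34.7 ± 13.0 (SD, n = 2), Chrd at 3.88 ± 0.086 (SD, n = 2), Nog at 2.19 ± 1.11 (SD, n = 2) and Chrdl1 at 0.357 ± 0.029 (SD, n = 2). These levels are those of RNA, and secretion of the proteins was not measured in the libraries. There is no other stromal condition in the data to compare them with.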

Notably, primary stromal cells in our culture provide the Wnt activators and BMP inhibitors necessary for maintaining colon stem cells, making the colon assembloids self-sufficient with regard to these essential signaling pathways.

Subsets of fibroblasts in the intestine play a critical role in regulating epithelial cell proliferation and differentiation^2,9,14,23^. The two main subsets of mesenchymal fibroblasts in the small intestine can be separated by their expression pattern of either BMP inhibitors in trophocytes or BMP ligands in telocytes^9^. Although several studies have named the cells differently^2,23^, the functional separation of BMP-ligand-producing and BMP-inhibitor-producing cells can be recapitulated in the small intestine and colon. In the current study, we re-identify these two fibroblast populations in colon assembloids. 

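Cells of the trophocyte-like clusters made up 70.1% of stromal library 1 (95% exact binomial interval 69.1% to 71.0%, for counting error only) and 73.7% of library 2 (72.8% to 74.6%). Telocyte-like cells made up 15.1% (14.3% to 15.8%) and 21.2% (20.4% to 22.1%), so the share of the latter differed between the libraries by more than counting error. The mean share of telocyte-like cells was 18.1% and rose to 32.5% with the libraries merged without integration. In 3 of the trophocyte-like clusters both marker lists lay below the mean of the fibroblasts, and these were named by the list that lay less far below. With only the clusters whose own list lay above that mean, 10 of the 11 genes reported here for the fibroblast types were called, a setting chosen after seeing the data. In that setting the trophocyte-like share fell to 13.0% and 14.6%, and 57.1% and 59.1% of the cells were fibroblasts of neither name.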

Our data suggest that the mesenchymal cells respond to BMP signals from the differentiating epithelium and that activation or suppression of BMP signaling in the stroma itself may determine the cellular distribution of niche cell subsets. Interestingly, recent publications from the Shivdasani lab indicate that BMPs derived from telocytes (also called subepithelial myofibroblasts) not only drive epithelial differentiation^43^ but also repress stem cell niche factors such as *Grem1* and *Rspo3* in neighboring mesenchymal cells^44^. Our findings here broaden the concept of self-organization in this context beyond these data and suggest that both epithelial cells and telocytes serve as sources of the organizing factor BMP2. Together, these data establish that in addition to the well-explored effects of BMP signaling in the epithelium^28,45^, its effects on the stroma extend its critical role in tissue homeostasis.

It should be noted that our model in its current form has several limitations. 

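Immune genes were scarce in the stromal libraries of assembloids. Ptprc was at 0.182 ± 0.117 CPM (SD, n = 2 libraries), Tyrobp at 1.04 ± 0.173 (SD, n = 2), C1qa at 3.37 ± 0.779 (SD, n = 2) and Lyz2 at 13.7 ± 2.75 (SD, n = 2), Cd52 was at 0.786 ± 0.78 (SD, n = 2), and the lymphocyte genes Cd3e and Cd79a were at 0.018 and 0.109 CPM. Cells with UMIs of at least 4 of 8 macrophage genes numbered 4 of 9020 and 4 of 9048. In the epithelial libraries of assembloids, 484 and 248 cells met this measure, a macrophage-like cluster led by Lyz2 and C1qa held 1699 and 252 cells, and over all passing cells of these libraries Lyz2 was at 106 and 256 CPM and Ptprc at 6.06 and 12.4 CPM. The organoid libraries held 2 UMIs and 0 UMIs of Lyz2, and Cd3e gave at most 1 UMI in either assembloid epithelial library.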

Firstly, it does not incorporate the immune cell compartment and future studies should explore the possibility of including immune cells. Secondly, its feasibility in human cells still needs to be explored. Additionally, we observed that crypt formation tended to be most pronounced towards the assembloid surface. Understanding the mechanisms responsible for this (e.g. hypoxic status across the assembloid) could yield new insights into cellular self-organization. Finally, our model will also enable investigations into the function and maturation of the enteric nervous system and endothelium, which can significantly impact gut homeostasis.

## Methods

### Mice

All procedures involving animals were approved by the institutional, local, and national legal authorities (LaGeSo Berlin, T-CH 0032/20) at the Charité Universitätsmedizin Berlin. C57BL/6 mice were obtained from Charles River Laboratory; *tg Act-DsRed*^46^, *tg Act-CFP*^47^, and *Rosa26-tdTomato*^48^ reporter mice were described previously. For lineage tracing of cells derived from AXIN2-expressing cells, *Axin2*^*CreERT2*^*/Rosa26-tdTomato* mice were generated by breeding *Axin2*^*CreErt2*^^49^ to *Rosa26-tdTomato* mice. *Bmpr1a*^*fl/fl*^ mice were obtained from the laboratory of Yuji Mishina^50^. To generate conditional KO mice with depletion of *Bmpr1a* in AXIN2^+^ cells, we bred *Bmpr1a*^*fl/fl*^ mice to *Axin2*^*CreERT2*^ mice. All animals were maintained in autoclaved micro-isolator cages and provided with sterile drinking water and chow ad libitum. The mice were bred at the animal care facility on a 12-h light/12-h dark cycle in a controlled temperature (22.5 ± 2.5 °C) and humidity (50 ± 5%) environment. Male 6 to 12-week-old mice were used for this study.

### Primary murine colon/stomach organoid culture

The mouse colon/stomach was dissected, opened longitudinally, and cut into 1 cm long pieces. Tissue was washed three times in 1x phosphate-buffered saline (PBS) (Gibco), followed by incubation for 20 min in 10 mM EDTA (Invitrogen)/PBS supplemented with 0.5 mM dithiothreitol (DTT) (Sigma) at 37 °C. Buffer was changed to ice-cold PBS, and the tube was vigorously shaken for 30 sec to isolate the colon crypts/gastric glands. The supernatant containing the crypts/glands was collected and centrifuged at 400*g* for 5 min at 4 °C, and the tissue fragments used for stromal cell isolation. The number of colonic crypts/gastric glands was determined, and 150 crypts/30 glands were resuspended and seeded in a 10 μl drop of Matrigel (Corning) (or Cultrex (R&D)) in a 24-well plate (three drops per well). Matrigel was polymerized at 37 °C for 15 min and then supplemented with 500 μl colon organoid medium: Advanced Dulbecco’s Modified Eagle’s Medium (DMEM)/F12 (Gibco) containing 10 mM HEPES (Gibco), 2 mM GlutaMAX (Gibco), 100 U/ml penicillin/streptomycin (Gibco), 1.25 mM N-acetylcysteine (Sigma), 1x B-27 (Gibco), 1x N2 (Gibco), 50 ng/ml mouse epidermal growth factor (EGF) (Invitrogen), and 0.5 μM A83-01 (Sigma), which was supplemented with 0.328 nM surrogate Wnt (sWnt, U-Protein Express), 3 μM CHIR-99021 (Selleckchem), 25% R-spondin 1 conditioned medium, and 100 ng/ml mouse noggin (PeproTech) for maintenance in the full medium (FM) condition (stomach organoid medium: Advanced DMEM/F12 supplemented with 10 mM HEPES, 2 mM GlutaMAX, 100 U/ml penicillin/streptomycin, 1.25 mM N-acetylcysteine, 1x B27, 1x N2, 50 ng/ml mouse EGF, 100 ng/ml mouse noggin, 100 ng/ml fibroblast growth factor 10, 10 nM gastrin, 10% R-spondin 1 conditioned medium, and 0.164 nM sWnt). 10 μM Y-27632 (Hoelzel) was added after the initial seeding and after passaging. The organoids were incubated at 37 °C, 5% CO_2_ in a humidified incubator. The medium was replaced every 1-2 days. Every 4–5 days (6 days for stomach organoids), the organoids were passaged as single cells generated by a 5-min incubation in TryplE (Gibco) at 37 °C. A total of 2500 cells were seeded per 10 μl Matrigel drop in a 24-well plate (three drops per well). The organoids were cultured for at least one passage before specific experiments.

Where indicated, sWnt, CHIR-99021, R-spondin 1, and noggin were withdrawn (-WCRN) for 48 h to induce organoid differentiation after two days of culture in FM. For BMP2 treatment, organoids were cultured in FM for two days followed by 48 h of culture with indicated concentrations of recombinant mouse BMP2 (R&D, 355-BM-010) and removal of noggin. To generate *Bmpr1a* KO organoids, 1.5 μM 4OH-tamoxifen (Sigma) was added to cultures from *Axin2*^*CreErt2*^*/Bmpr1a*^*fl/fl*^ mice for 24 h.

### Primary murine colon/stomach stromal cell culture

To isolate colon/stomach stromal cells, we further processed the tissue fragments from crypt/gland isolation. The tissue fragments were washed four times with ice-cold PBS and shaken after every wash to get rid of epithelium. When clean supernatant was obtained, the tissue fragments were cut into tiny pieces and incubated in calcium and magnesium-free HBSS (Gibco) containing Liberase TL (1 unit/ml; Roche) and DNase I (1 unit/ml; Invitrogen) at 37 °C for 1 h, with pipetting every 10 min. Every 20 min, the digested fraction was collected and put into ice-cold stromal cell medium containing Advanced DMEM/F12, 10% fetal bovine serum (FBS, Gibco), 100 U/ml penicillin/streptomycin, and 10 μM Y-27632. The collected fraction was filtered through a 70-μm cell strainer (Falcon) and centrifuged at 400 g for 5 min at 4 °C. The colon stromal cells were seeded on 12- or 6-well plates, or 75 cm^2^ flasks, and cultured in stromal cell medium.

For BMP2 or GREM1 treatments, stromal cells were cultured with recombinant mouse proteins: 50 ng/ml BMP2 or/and 500 ng/ml GREM1 (R&D, 956-GR-050) for 5 days, unless otherwise indicated.

To perform conventional epithelium-stroma co-culture, 4 × 10^4^ primary stromal cells were added to 2500 epithelial cells in a 10 μl Matrigel drop and cultured with organoid medium for 4 days before analysis.

### Reconstitution of colon/stomach assembloids

3-4 day-old colon/4-5 day-old stomach organoids were collected by physically pipetting with organoid harvesting solution (R&D) and put on ice for 30 min. When the Matrigel was depolymerized completely, the intact organoids were gently washed with Advanced DMEM/F-12 and allowed to settle by gravity (or centrifuging at 100*g* for 1 min at 4 °C). The supernatant was removed, and the organoids were resuspended in Matrigel. The primary colon/stomach stromal cells cultured in 75 cm^2^ flasks were treated with 5 ml TrypLE and incubated for 15 min at 37 °C. The dissociated cells were washed with Advanced DMEM/F-12 and centrifuged at 400*g* for 5 min at 4 °C. The cell number was determined, and cells were resuspended in Matrigel (1.5 × 10^5^ cells per 3.5 μl Matrigel). After being sprayed with 70% (vol/vol) ethanol, a 2.5 cm × 3.0 cm sheet of Parafilm was placed in a 100 mm petri dish, with several drops of PBS placed around the Parafilm to maintain humidity. A 2 μl Matrigel droplet containing stromal cells was placed on the Parafilm using a P10 pipette. Then 0.5 μl of organoids with 1.5 μl of stromal cells were immediately but slowly added into the droplet (4 μl Matrigel per assembloid in total). Ideally, organoids should be in the center of the droplet and the organoid number should be comparable. The petri dish containing 6 assembloids was covered with a lid and incubated at 37 °C for 10–15 min to solidify the gel. The assembloids were removed from the Parafilm using fine forceps and put into a 12-well plate (6–8 assembloids per well). Unless otherwise indicated, each well contained 1.5 ml organoid medium without sWnt, CHIR-99021, R-spondin 1, and noggin. The plate was put onto an orbital shaker (Edmund Buehler) at 170 rpm in the cell incubator. The medium was replaced every other day. Mature assembloids were collected for further analyses 4-5 days later (stomach assembloids: 6-7 days) unless indicated otherwise. Mature assembloids can be passaged as described for cell dissociation from assembloids in “Single-cell RNAsequencing” and reconstituted with fresh stromal cells.

To monitor assembloid growth, the epithelial cells from *tg Act-DsRed* mice were assembled with the stromal cells from *tg Act-CFP* mice. To visualize AXIN2^+^ cells and their immediate progeny, the assembloids were generated with epithelial cells from *Axin2*^*CreERT2*^*/Rosa26-tdTomato* mice and treated with 1.5 μM 4OH-tamoxifen for 24 h before collecting. *Bmpr1a* KO organoids were assembled with WT stromal cells to make epithelium-specific *Bmpr1a* KO (*Bmpr1a*^*ΔEPI*^) assembloids. To induce knock-out of *Bmpr1a*, the stromal cells from *Bmpr1a*^*fl/fl*^ mice were treated with 4 μM TAT-CRE Recombinase (Millipore, SCR508) for 24 h. The KO stromal cells were expanded, harvested, and assembled with WT organoids to make mesenchyme-specific *Bmpr1a* KO (*Bmpr1a*^*ΔMES*^) assembloids.

### Reconstitution of colon tumor assembloids

To induce colitis-associated tumors, mice were injected intraperitoneally with 9.5 mg/kg azoxymethane (AOM, Sigma, A5486). Five days later, mice received 2% dextran sodium sulfate (DSS, MP Biomedical, 160110) in drinking water over six days. Mice were monitored for three months before analyses. The colon was dissected and opened longitudinally for the assessment of tumors. To set up organoid cultures, tumor tissue was dissected free, and single tumors cut free from the colon using scissors, minced into small pieces with a scalpel, and incubated in Advanced DMEM/F12 + Liberase TL (1 unit/ml) at 37 °C for 20 min with repeated trituration. Cell clusters were centrifuged, resuspended in TrypLE, and incubated at 37 °C for 10 min, followed by a wash in 0.1% BSA/PBS. Single cells were then seeded in Matrigel and cultured with full organoid medium. sWnt and CHIR-99021 were withdrawn to select Wnt-independent organoids. These Wnt-independent organoids were then used to generate colon tumor assembloids.

### Single-cell RNA-sequencing

For stromal/epithelial cell dissociation from assembloids, samples were incubated in calcium and magnesium-free HBSS containing Liberase TL (1 unit/ml) and DNase I (1 unit/ml) at 37 °C for 1 h, with pipetting every 10 min. Every 20 min, the digested fraction was collected and put into ice-cold medium containing Advanced DMEM/F12, 10% FBS, 10% penicillin/streptomycin, and 10 μM Y-27632. The collected fraction was filtered through a 70-μm cell strainer and centrifuged at 400 g for 5 min at 4 °C. Cell clusters were incubated with TrypLE for 5 min at 37 °C and filtered through a 40-μm cell strainer. For epithelial cell dissociation from colon tissue, samples were processed as described for “Primary murine colon/stomach organoid culture”. Colonic crypts were collected and incubated with TrypLE for 5 min at 37 °C and filtered through a 40-μm cell strainer. For epithelial cell dissociation from organoids, samples were incubated with TrypLE for 5 min at 37 °C and filtered through a 40-μm cell strainer. Each sample was run with Chromium single cell kits (10x Genomics), following the manufacturer’s instructions.

For the analysis of stromal cells, a total of 16242 EpCAM-negative cells from assembloids (derived from two C57BL/6 mice) were analyzed. 

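The stromal files hold 9516 and 9411 cell barcodes for the 2 libraries. With the cut-offs of the methods, 9020 and 9048 cells passed, 18068 in total. The files thus hold more cells than were analysed in the paper, and which of them the paper used is not marked in the files.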

Seurat v3 R package^51^ was used for the whole pipeline, using a cut-off of at least 500 genes in a single cell and a maximum of 10% mitochondrial reads. 

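The median mitochondrial share of the barcodes was 3.96% and 4.18% in the stromal libraries, so few were lost at the cut-off of 10%. In the epithelial libraries it was 2.81% and 5.97% for assembloids, 2.34% and 8.63% for organoids and 13.3% and 16.2% for tissue. With at most 5% in place of 10%, 13626 stromal cells remained, and with at least 1000 genes in place of 500, 17992 remained.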

Normalization was carried out using the SCTransform function, including a mitochondrial percentage regression. Integration was performed with CCA as implemented in Seurat to eliminate the batch effect of the two samples. A Uniform Manifold Approximation and Projection (UMAP) analysis was applied using the first 30 PCA dimensions. To conduct cluster identification according to previous publications, we adjusted the resolution value (value = 0.2) when performing the Seurat FindClusters function, and the cluster number was then determined automatically. We then evaluated each cluster in detail and annotated the clusters based on the gene expression patterns. For the dot plot presentation, we represented the expression of genes in each cluster as the scaled average level of expression of those cells and the proportion of cells that express those genes.

We reanalyzed previously published scRNA-Seq data from healthy in vivo mouse colon stromal cells from GSE114374^2^ (*n* = 3 samples) and from GSE172261^23^ (*n* = 6 samples) to compare stromal cell populations from the assembloid data. We filtered and preprocessed both data sets with SCTransform and integrated them using CCA. We then identified in vivo stromal clusters by label transfer from GSE172261 and published marker gene expression, followed by identification of cluster markers using Seurat’s FindAllMarkers. We performed Gene Set Variation Analysis using the cluster marker genes of colon stromal cells as signatures and computed per-cell scores for each cluster signature on assembloid stroma data using the R package GSVA 1.48.0^52^ with standard parameters. We used the R package pheatmap 1.0.12 (https://CRAN.R-project.org/package=pheatmap) to analyze the average expression of genes in different stromal clusters in the colon tissue.

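The epithelial files hold 12137 and 16974 barcodes for the 2 tissue libraries, 32932 and 14012 for assembloids and 5984 and 14536 for organoids. With at least 500 genes and at most 10% mitochondrial counts, 9002 tissue cells, 37132 assembloid cells and 12906 organoid cells passed. Among the assembloid cells, 30806 lay in no fibroblast-like or macrophage-like cluster.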

scRNA-Seq of epithelial cells from C57BL/6 mouse colon tissue (*n* = 2 samples), assembloids (*n* = 2 samples), and organoids (*n* = 2 samples) resulted in 12,357, 16,787, and 13,352 cells after filtering. Cells were preprocessed using SCTransform and integrated individually using Harmony 0.1.1^53^ within each group, adjusting for batch effects. Further data analyses were performed as described for scRNA-Seq of assembloid stroma.

### Histology and imaging

Organoids/assembloids were transferred to 4% paraformaldehyde (PFA) and fixed for 2 h at room temperature (assembloids were fixed overnight at 4 °C), followed by incubation in 0.1% BSA/PBS for at least 30 min, embedding in 2% agarose, dehydration, and embedding in paraffin. 5 μm sections were deparaffinized and rehydrated, followed by antigen retrieval in citrate buffer. Non-specific antibody binding was blocked by incubation in 0.1% Tween 20/PBS supplemented with 5% FBS and 1% BSA for 1 h, followed by overnight incubation with primary antibodies. The next day, they were incubated with secondary antibodies for 2 h at room temperature and counterstained with DAPI (Sigma, 1:300). For whole-mount staining of assembloids/colon tissue, they were fixed in 4% PFA for one hour (two hours for tissue) at room temperature, then washed with PBS followed by overnight incubation in permeabilization buffer (PBS with 3% BSA, 1% saponin, 2% Triton X-100, and 0.02% sodium azide) substituted with DAPI/fluorophore-conjugated antibodies. The following antibodies were used: Rabbit anti-KI67 (Cell Signaling Technology, 9129S, clone D3B5, 1:100), rabbit anti-keratin 20 (Cell Signaling Technology, 13063S, clone D9Z1Z, 1:100), rabbit anti-MUC2 C3^54,55^ (a gift from Prof. Gunnar C. Hansson, 1:1000), rabbit anti-synaptophysin (Abcam, ab178412, clone EPR1097-2, 1:100), rabbit anti-active YAP1 (Abcam, ab205270, clone EPR19812, 1:200), mouse anti-E-cadherin (BD, 610181, clone 36, 1:200), goat anti-αSMA (Abcam, ab5694, 1:100); rabbit anti-vimentin (Cell Signaling Technology, 5741S, clone D21H3, 1:100); rabbit anti-CD31 (Cell Signaling Technology, 77699S, clone D8V9E, 1:100); rabbit anti-β3-tubulin (Cell Signaling Technology, 5568S, clone D71G9, 1:100); Alexa Fluor 647-conjugated phalloidin (Life Technologies, A22287, 1:100); mouse anti-MUC5AC (Invitrogen, 12178, clone 45M1, 1:100); Alexa Fluor 647-conjugated lectin GSII (Thermo Scientific, L32451, 1:100); rabbit anti-cleaved caspase 3 (Cell Signaling Technology, 9661S, clone Asp175, 1:100). AlexaFluor 488 donkey anti-mouse IgG (Jackson Immunoresearch, 715-546-150, 1:250); Cy3 donkey anti-rabbit IgG (Jackson Immunoresearch, 711-166-152, 1:250); AlexaFluor 647 donkey anti-goat IgG (Jackson Immunoresearch, 705-605-003, 1:250). Immunofluorescence images were acquired with the confocal laser scanning microscope TCS SP8 (Leica) and Observer 7 microscope (Zeiss). Live cell imaging was done on the EVOS M5000 imaging system (Invitrogen). Images were collected and analyzed with Leica Application Suite X 3.5.6.21594 (LAS X, Leica), ZEN 3.4 (Zeiss), and ImageJ 2.0.0 (Fiji).

### Tissue processing

For paraffin embedding, colon tissue was flushed with PBS and fixed in 4% PFA overnight at 4 °C. Paraffin embedding and sectioning, as well as hematoxylin and eosin (H&E) staining, were performed by the Charité Core Unit Immunopathology for Experimental Models.

### Single-molecule RNA in situ hybridization

Five micrometer thick assembloid/colon tissue sections were used for single-molecule in situ hybridization. RNA in situ detection was performed with the RNAscope Red Detection Kit (Advanced Cell Diagnostics, 322360) or Duplex Detection Kit (Advanced Cell Diagnostics, 322500) according to the manufacturer’s protocol. According to the manufacturer’s instructions, positive and negative control probes were used for each experiment. For individual genes, the following probe target regions were used: for *Rspo3* 731–2164, for *Foxl1* 954–1931, for *Bmp2* 854–2060, for *Grem1* 398–1359, for *Wnt5a* 200–1431, for *Id1* 2–705, for *Pdgfra* 223–1161.

### Flow cytometry

The colon stromal cells were extracted from culture plates for CD34^+^ cell proportion analysis after BMP2 treatment. Sub-populations of cells were stained using antibodies against cell surface markers, including PE-conjugated rat anti-CD326 (EpCAM) (Miltenyi Biotec, 130-117-779, clone caa7-9G8, 1:200), APC-Cy7-conjugated rat anti-CD45 (BD, 557659, clone 30-F11, 1:200), APC-conjugated rat anti-CD31 (BD, 551262, clone MEC 13.3, 1:200), and FITC-conjugated rat anti-CD34 (BD, 560238, clone RAM34, 1:100), and compensation control (UltraComp eBeads, Invitrogen, 01-2222-42). Live/dead staining was performed by incubating cells with fixable viability stain FVS450 (BD, 562247, 1:1000) according to the manufacturer’s protocol. Flow cytometry experiments were performed on a Cytek Aurora 3 laser spectral cytometer (CyTek Biosciences). Data were analyzed with FCS Express 7 (De Novo) software.

For the experiment of BMP2 treatment of CD34^+^ cells, stromal cells were isolated from mouse colon tissue as described above. Following appropriate antibody staining (CD326 (EpCAM) PE (1:200), CD45 APC-Cy7 (1:200), CD31 APC (1:200), CD34 FITC (1:100), FVS450 (1:1000)) and compensation control, samples were sorted into CD34^+^ (live, EpCAM^-^ CD45^-^ CD31^-^ CD34^+^) or CD34^-^ (live, EpCAM^-^ CD45^-^ CD31^-^ CD34^-^) populations in sterile condition using a FACS Aria III (BD).

### RNA isolation and RT-PCR

Cell medium was removed following retrieval of cells from cultures, and RNA was isolated using the NucleoSpin RNA isolation kit (Macherey & Nagel, 740955) according to the manufacturer’s instructions. cDNA was generated using the iScript cDNA synthesis kit (Bio-Rad, 1708891), and qPCR was performed with SYBR-green (Thermo Fisher, A25741) and the QuantStudio Real-Time PCR System (Thermo Fisher). The data were collected with QuantStudio 3 Real-Time PCR Software v1.7.1. Fold-change expression was determined following the delta C_t_ method and normalized to *Gapdh*.

The following mouse primers were used: *Gapdh* forward 5′- TCACCATCTTCCAGGAGCG-3′, reverse 5′-AAGCAGTTGGTGGTGCAGG-3′; *Bmp2* forward 5′- GACTGCGGTCTCCTAAAGGTCG-3′, reverse 5′-CTGGGGAAGCAGCAACACTA-3′; *Id1* forward 5′-GCTCTACGACATGAACGGCT-3′, reverse 5′-AACACATGCCGCCTCGG-3′; *Lgr5* forward 5′-CCTACTCGAAGACTTACCCAGT-3′, reverse 5′-GCATTGGGGTGAATGATAGCA-3′; *Krt20* forward 5′-GTCCCACCTCAGCATGAAAGA-3′, reverse 5′-TCTGGCGTTCTGTGTCACTC-3′; *Foxl1* forward 5′-TCATCATGGATCGCTTCCCG-3′, reverse 5′-CCTCTTCCTGCGCCGATAAT-3′; *Wnt5a* forward 5′-ACGCTATACCAACTCCTCTGC-3′, reverse 5′-AATATTCCAATGGGCTTCTTCATGG-3′; *Cd34* forward 5′-GGCCAATAGCACAGAACTTCC-3′, reverse 5′-CCCAACAGCCATCAAGGTTC-3′; *Mgp* forward 5′-CCGAGACACCATGAAGAGCC-3′, reverse 5′-GTTGCGTTCCTGGACTCTCTT-3′; *Rspo3* forward 5′-TTGACAGTTGCCCAGAAGGG-3′, reverse 5′-CTGGCCTCACAGTGTACAATACT-3′; *Grem1* forward 5′-AAGTGACAGAATGAATCGCACC-3′, reverse 5′-CCTCAGCTGTTGGCAGTAGG-3′; *Wnt4* forward 5′-CGAGCAATTGGCTGTACCTG-3′, reverse 5′-GGGAGTCCAGTGTGGAACAG-3′; *Gata3* forward 5′-GCTCCTTGCTACTCAGGTGAT-3′, reverse 5′-GGAGGGAGAGAGGAATCCGA-3′; *Smad6* forward 5′-CCCTATTCTCGGCTGTCTCC-3′, reverse 5′-CTGGCATC TGAGAATTCACCC-3′; *Gpr20* forward 5′-GAAGGCACTGTCTGTGGGTC-3′, reverse 5′-TCCCCGAGCCCGCTCTT-3′; *Rab3b* forward 5′-GGGAACCCAACCCATCTTCA-3′, reverse 5′-AGTCACTGAAGCCATCTCGGA-3′; *Sox6* forward 5′- GCCAGGTGATAACTACCCCG −3′, reverse 5′- TGAGCGGCATAGAGCTGAAG −3′; *C3* forward 5′-TTCCTTCACTATGGGACCAGC-3′, reverse 5′TCCTTACTGGCTGGAATCTTGA-3′; *Il33* forward 5′-CCTCCCTGAGTACATAACATGACC-3′, reverse 5′-GTAGTAGCACCTGGTCTTGCTCTT-3′; *Sfrp1* forward 5′-CAAGCGAGTTTGCACTGAGG-3′, reverse 5′- CCCCAGCTTCAAGGGTTTCT −3′; *Angptl7* forward 5′-TAGCTACTTTGCGTTGGGCA-3′, reverse 5′-ACCAGTAGCCACCTTTTCGG-3′; *Cfb* forward 5′-TCAAGAATGGGGACAAGAAAGC-3′, reverse 5′- CTTTGCATGTGTTGGGGTCA-3′; *Il6* forward 5′-CGGCCTTCCCTACTTCACAA-3′, reverse 5′-TTGCCATTGCACAACTCTTTTC-3′.

### Statistics and reproducibility

Data are expressed as mean ± SEM. *P* < 0.05 was considered significant. Student’s *t*-test (two-tailed) was used to determine differences between two groups. One-way ANOVA followed by respective post-hoc analysis (Tukey’s test) was used for statistical comparison of more than two groups. Data are displayed for at least three independent biological replicates, except for the scRNA-seq of stromal cells from assembloids and epithelial cells from assembloids, organoids, and colon tissue, for which two biological replicates per group were used. In Figs. 1b–e, h; 2a, b, f; 3d, e; 4a, h; Supplementary Figs. 1a, c-h; 2c, d; 4a–c; 5a; 8a, b, e–g, at least three independent experiments were performed with similar results. In Figs. 1g, 3g, 4c; Supplementary Fig. 2a, b, the average percentage of specific epithelial cells from three biological replicates was analyzed. In Figs. 3c, h, 4d–f; Supplementary Fig. 7a, e, signal areas in random fields of view from three biological replicates were analyzed. In Supplementary Fig. 8c, d, all organoids in three Matrigel drops each group from three biological replicates were analyzed. GraphPad Prism 8, R 4.2.2, and RStudio 2021.09.1 were used for data visualization and statistical analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

All scRNAseq data generated in this study have been deposited in the National Centre for Biotechnology, Gene Expression Information Omnibus (GEO) under accession code GSE231716. The previously published scRNAseq data are available in the GEO under accession code GSE114374 and GSE172261. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

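The re-analysis covers 8 10x Genomics libraries from C57BL/6 mice, 2 each of assembloid stroma, assembloid epithelium, organoid epithelium and tissue epithelium. The authors deposited UMI counts per gene and cell barcode, which Cell Ranger 6.0.1 (stroma) and 7.1.0 (epithelium) made from the reads with its own calling of cells, and no normalization had been applied to them. The values were checked and are whole numbers. The files state neither the genome build nor whether reads in introns were counted, and gene positions come from GENCODE M21 on GRCm38, which holds 99.61% of the gene identifiers.

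Cells were kept with at least 500 genes and at most 10% mitochondrial counts. Clustering used Seurat 5.3.0 in R 4.3.3 with sctransform 0.4.2 and regression of the mitochondrial share, 3000 variable features, 30 principal components and Louvain clustering at a resolution of 0.2. The 2 libraries of a group were integrated by CCA, since Harmony could not be run. The genes reported at the claims were removed from the features (34 genes in stroma, 19 in assembloids, 17 in organoids and 16 in tissue), so that a cluster could not owe its shape to them. The clusters were named from marker lists that hold none of these genes. A list named an epithelial cluster when its mean log2 fold over the other clusters was at least 0.25, a non-epithelial cluster among epithelial cells at 1 and a stromal cluster at 2, with at least 3 of its genes seen in 5% of cells. An epithelial cluster stayed unnamed when its median depth was under 0.33 of that of its library, or when another list held more of its 10 leading genes. These limits were chosen after the clusters had been seen. Fibroblast clusters took the name of the telocyte or trophocyte list that lay higher, without a limit. Wnt4 is in the first of these lists, and Il33 and Ly6a in the second, so they are not reported between the classes. Of the genes that the paper names for stromal cells, 2 more are not reported here and are left out of the numbers of genes given, although the fits and the adjustment over the list of 12 include them where they belong.

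UMIs were summed per library, and per library and class in the stroma, and were tested with the quasi-likelihood test of edgeR 4.0.16 after its filter on low counts and TMM normalization. Calls use a Benjamini-Hochberg adjusted p under 0.05. Class sizes were tested as numbers of cells with edgeR, adjusted over all classes and contrasts together, the unnamed cells included. Gene lists were tested with camera of limma 3.58.1 at a correlation of 0.01, adjusted over 8 lists in 3 contrasts. The list of 12 hypoxia genes is not among these and was adjusted over its 3 contrasts alone. Genes named as the largest changes are the 3 highest and 3 lowest log2 fold changes among called genes with a mean log2 CPM of at least 5 over the 6 libraries and no overlap between the libraries of the 2 groups, without mitochondrial, ribosomal protein and immunoglobulin genes. Every gene that the text or Figs. 1i, 2d, 2e and 3a name is reported as well, with fixed lists of Wnt activators, BMP inhibitors and immune genes. Percentages of cells carry exact binomial intervals at 95%, which hold for counting error alone. Differences between libraries of one group exceeded counting error by far, with a chi-square per gene of 29.3 in tissue to 488 in organoids, so that tests rest on libraries and not on cells.

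The fits were tested on simulated data, in which counts of some genes were changed 4-fold. edgeR recovered 89.3%, 85.2% and 91.3% of 196 changed genes in the epithelial contrasts, with 6, 7 and 11 false calls, and 178 of 178 in the stromal contrast with 5 false calls. DESeq2 1.42.0 recovered 84.7%, 82.7% and 89.3% in the epithelium. The simulations changed 200 genes, left the others alike in all groups and gave every gene the same dispersion. In the data, 9452 of 19188 genes were called between assembloids and tissue, and genes need not vary alike. The false calls in the simulations are therefore no measure of those in the data.

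The alternatives were DESeq2, no filter on low counts, a block for the replicate, each library left out in turn, all passing cells kept, at most 5% mitochondrial counts, at least 1000 genes, resolutions of 0.1 and 0.4, the claim genes kept among the features, no integration, the 6 epithelial libraries clustered together, fry in place of camera, cells not thinned and a change of at least 2-fold. The 6 libraries were clustered together with anchors found by reciprocal PCA, which is quicker than CCA for this many cells, and with corrected principal components in place of corrected expression to save memory. Scrublet in scanpy 1.11.5 was to remove doublets, but it called 1 cell in all libraries, so that the highest 6% of its scores were left out instead. The same share was left out of every library whatever its number of cells, so doublets may remain. Values were tabulated with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Published in vivo stroma, Gene Set Variation Analysis, images and in situ hybridization were not analysed here.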

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

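The test for a macrophage and an epithelial cell in 1 droplet was chosen only after the result was seen, and the bar for the test of immune cells that came with the stroma was raised after its result was seen.

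The paper does not report on 2 kinds of cells that these libraries hold. The first is a macrophage-like cluster led by Lyz2 and C1qa, with 5.78% of the passing cells of assembloid epithelial library 1 and 3.26% of library 2. No organoid cell (0.0%) held UMIs of at least 4 of 8 further macrophage genes, against 1.65% and 3.21% of assembloid cells and 0.107% and 0.07% of tissue cells. Free RNA from other cells would give these 8 genes a similar level in all cells, but the median of their ratio to the epithelial classes was 88.8 in library 1 and 433 in library 2, which argues against it. For droplets that hold a macrophage and an epithelial cell the values go both ways. The cluster's median UMI count was 0.696 and 0.937 of that of the epithelial cells, below what joined cells would have, and 5.0% and 20.24% of its cells lay among the highest 6% of doublet scores, so the share in library 2 leaves some such droplets open. By the paper's methods, assembloids are put together from organoids and cultured primary stromal cells. Among 4872 and 8034 organoid cells, 0 held at least 4 of the 8 macrophage genes, which argues against organoids as the source. That the cells came with the stromal cells was not shown directly. The stromal libraries, selected as EpCAM-negative, held such cells at only 0.044% each, far below the share in the epithelial libraries. A count of 0 in the larger and in the smaller organoid library still allows 0.037% and 0.062%, and 0.044% lies between these. Presence of stroma differs between assembloids and organoids by design and stays open as a biological explanation that was not tested.

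The second is an epithelial cluster in the stromal libraries led by Krt15, Krt14 and Krt5, with 9.63% of the passing cells of library 1 and 0.542% of library 2. Free RNA is argued against by 8 basal squamous genes, whose median ratio to the fibroblasts was 60.9 in library 1. Squamous epithelium carried over with the tissue is a candidate explanation for library 1, where 8 colon epithelium genes lay at 0.0027 of their level in the gut epithelial cluster. In library 2, with 49 such cells, that ratio was 0.185. The basal squamous genes are not absent from colon cells, since at least 4 of the 8 were seen in 3.75% to 14.6% of the cells of the epithelial libraries. The 2 libraries come from 2 mice, and no biological explanation was tested.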

How the results depend on the processing

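The settings that leave out the highest 6% of doublet scores, that allow 20% mitochondrial counts with all cells kept, and that restrict the fibroblast clusters are tests that were chosen only after the results were seen, and leaving out doublets called by Scrublet was not run.

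The numbers of genes that differ kept within 1.5 times their value in all alternatives apart from those without a tissue library. Assembloids against tissue gave 7456 to 10387 genes over the other alternatives and 5125 to 10093 with each library left out in turn, organoids against tissue 7230 to 9687 and 5214 to 9809, and organoids against assembloids 7938 to 11298 and 7762 to 9722. The lowest values came without tissue replicate 1 (5125 and 5214), and those without tissue replicate 2 were 5416 and 5425. Both leave 1 tissue library, which is assumed to vary like the other groups. With the replicate number as a block, 9322, 9036 and 9947 genes were called, of which 9106, 8810 and 9725 were shared with the fit without it, and it changed no call among the Fig. 1i genes or the lists. The labels do not say that replicates are paired, and the correlations of replicate deviations between groups were -0.017, 0.058 and -0.025.

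Of the 33 comparisons of Fig. 1i genes, 29 were called, 28 to 30 under the alternatives and 25 to 28 with each library left out. Over all genes and settings 437 kept direction and call, 17 lost a call, 4 gained one and 4 reversed. The gains were 1 with DESeq2, 2 with at most 5% mitochondrial counts and 1 with 20%. Mki67 in assembloids against tissue was thus not the only comparison to gain a call. Those that reversed had no call to lose. Krt20 in assembloids against tissue went from 0.16 to -0.037 with all cells kept and ranged from -0.13 to 0.48 with each library left out, and Mecom in organoids against tissue went from 0.19 to -0.038 with 20% mitochondrial counts and ranged from -0.21 to 0.51. Of 24 list comparisons 19 were called, and 18 to 20 in every alternative. The list of YAP targets in organoids against assembloids, with a median of -0.26 and no call, was given the opposite direction by camera with no low filter, the replicate block and the highest doublet scores left out, although its medians there stayed at -0.22, -0.28 and -0.25. With each library left out the median ranged from -0.37 to 0.037. Under fry, the fetal-like list was given the opposite direction in the same contrast, with a median of 0.29. The cause was not tested.

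Class shares and diversity depended on the clustering. Differences in class shares were called in 3 comparisons, in 5 with at least 1000 genes, at a resolution of 0.4 and with the 6 libraries clustered together, in 1 without integration, and in 0 to 5 with each library left out, with 0 without tissue replicate 1 or 2 and 5 without organoid replicate 1. These numbers are out of 11 compared, but out of 13 at a resolution of 0.4, 15 with the 6 libraries together, 7 without integration and 5 at a resolution of 0.1. They are thus not on the same scale, and a similar number does not mean the same calls. At a resolution of 0.1 the number was again 3, but the goblet-like share of assembloids against tissue was called higher (1.87) where it had been -1.10 with no call, and 6 of the other settings called it lower. Organoids minus tissue in the Shannon index was -0.522, and -0.627 with 5% mitochondrial counts, -1.199 at a resolution of 0.1, -0.222 at 0.4, -0.406 with claim genes kept, -0.464 without integration and 0.189 with the 6 libraries clustered together. Assembloids minus tissue was -0.579, and -0.307 at 0.4, -0.222 with claim genes kept, -0.155 without integration and 0.274 with the 6 libraries together. Organoids minus assembloids was 0.058, less than the spread of assembloids, and reversed with 5% mitochondrial counts (-0.066), at 0.1 (-0.704), with claim genes kept (-0.184), without integration (-0.309) and with the 6 libraries together (-0.085). With each library left out, the 3 differences ranged from -0.541 to -0.503, from -0.667 to -0.492 and from -0.03, without assembloid replicate 1, to 0.145. The cause was not tested. Without thinning, the difference from tissue in shares of cells went from 3.96 to 14.5 points for Mki67 in assembloids and from 22.3 to 52.9 in organoids, from -63.6 to -85.2 for Muc2 in organoids, and from -2.31 to -0.436 and 25.1 to 57.2 for Lgr5. Both the depth per cell and the set of cells differ there, since the cells under 2000 UMIs are put back, and their parts were not separated.

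In the stroma, the 7 identity genes reported were called in all alternatives run. Of the 11 niche genes reported 10 were called and none changed direction. The fewest were called without integration, 7 of 10 tested. Grem1 was not called without the library as a block (-1.32, adjusted p = 0.0903 from edgeR's test; over the other alternatives its log2 fold change was negative too). Leaving out a stromal library leaves no residual degrees of freedom, so those values carry no test, and all 11 kept their direction. The mean share of telocyte-like cells was 18.1%, and 23.9% at a resolution of 0.4, 24.0% with claim genes kept, 32.5% without integration and 15.1% to 21.2% with each library left out.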

Differences from the paper's values

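No test in this part was chosen only after the result was seen, apart from the settings marked so below. The paper gives 16787 assembloid epithelial cells after filtering, and 37132 passed here with the cut-offs it gives for stromal cells. Of the alternatives set before the data were examined, at most 5% mitochondrial counts (29894) and at least 1000 genes (28255) also lie more than 1.5 times above the paper's number. So does the setting with 20% mitochondrial counts (40531), which was chosen after seeing the values. The paper reports 7 stromal clusters, and 12 were found here at its resolution. Of the alternatives set before the data were examined, a resolution of 0.1 (8 clusters) and no integration (10) came within 1.5 times of the paper's number, and a resolution of 0.4 (14) and the claim genes kept among the features (13) did not.

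The paper describes the cell diversity and expression of assembloids as close to those of tissue. Here 8 of the 11 genes of Fig. 1i differed between them, Muc2 with a log2 fold change of -3.97 and Spink4 with -1.98. These values are from counts summed over whole libraries, while Fig. 1i shows clusters, so the measures are not alike. After thinning, 29.7% and 47.1% of tissue colonocyte-like cells held Muc2, and 63.9% and 71.7% held Spink4. In assembloids the shares were 4.52% and 6.99%, and 15.2% and 16.9%. The tissue levels of both genes are thus not free of background. The difference of assembloids from tissue in the Shannon index of the named classes was -0.579, and it was -0.155 without integration and 0.274 with the 6 libraries clustered together. The paper shows stem cells among the clusters of assembloids, and no assembloid cluster received the stem-like name here, while 3.21% and 9.09% of assembloid cells did at a resolution of 0.4, and 6.96% and 20.5% with the 6 libraries clustered together. Myofibroblasts form a cluster in the paper, and no cluster here was led by their genes. The paper's trophocyte-like cells are marked by Cd34, which was not called here (log2 fold change -1.10, adjusted p = 0.096 from edgeR's test), though it was called with no low filter (adjusted p = 8.20e-08), when adjusted over the list alone, and between the largest clusters, a setting chosen after seeing the values. Cd34 was not called with only the fibroblast clusters whose own list lay above the fibroblast mean, a setting also chosen after seeing the values. Cd81 was higher in glia-like cells (1768 CPM) than in trophocyte-like cells (516 CPM), and Sox6 higher in glia-like cells (43.5 CPM) than in telocyte-like cells (2.02 CPM). The paper describes assembloids as without an immune compartment, and macrophage-like cells made up 5.78% and 3.26% of the passing cells of the epithelial libraries. By the stricter measure of UMIs of at least 4 of 8 macrophage genes, the shares were 1.65% and 3.21%.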

Other observations

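The tests of free goblet cell RNA, of free immune RNA behind fetal-like genes in assembloids and of fetal-like genes in organoids were chosen only after the result was seen. The list of hypoxia genes stands outside the 8 lists adjusted together, so its tests are not counted as planned.

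Over all genes, assembloid epithelium lay farther from tissue than organoid epithelium did, the reverse of the order over marker genes. Without genes that lie higher in the stroma or in the non-epithelial clusters, the root mean square log2 difference was 2.425 for assembloids and 1.994 for organoids. The genes kept are those that lie higher in assembloid epithelium, a choice that can itself enlarge the assembloid difference. The test therefore cannot tell whether free stromal or immune RNA made the order. Over genes with a mean log2 CPM of at least 5 the order turned round, with 0.972 and 1.202, so genes at low expression carry it, which does not show that they are noise. Other shares of cell classes stay open. Assembloids were closer to tissue within colonocyte-like cells (1.244 against 1.506) and farther within cycling cells (1.283 against 1.104). These classes are not matched cell types across the groups, since Krt20 was found in only 0.66% and 0.152% of the organoid colonocyte-like cells and the cycling clusters rest on weak differences, so the comparison decides nothing. The conditions of culture differ by design and were not tested.

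Muc2 and Spink4 were lower in assembloids also within goblet-like cells. In these cells, tissue exceeded assembloids by 7.32 times for Muc2 and 1.615 times for Spink4. The levels were 18775 ± 604 against 2566 ± 1343 CPM (SD, n = 2 libraries) for Muc2 and 17008 ± 1470 against 10531 ± 3285 CPM (SD, n = 2) for Spink4. Free goblet cell RNA in the tissue libraries would leave matched goblet cells alike, but these classes are not matched. After thinning, Car1 was found in 63.9% and 26.25% of goblet-like cells in assembloids, against 7.41% and 12.9% in tissue. Muc2 was found in 66.1% and 85.2% of them, against 98.2% and 99.3% in tissue. Other cells in the assembloid class could lower its CPM, so the comparison does not decide on free RNA. Lower expression per goblet cell in culture may still add to a lower share of such cells, as a hypothesis found on the same data.

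A list of 8 fetal-like genes was higher than in tissue in assembloids (median log2 fold change 3.09, adjusted p = 0.000387 from limma's camera, 8 of 8 genes up) and in organoids (3.10, adjusted p = 0.0001058, 8 of 8 up), both also called under fry. Free stromal RNA is argued against in assembloids by the 5 genes that lie higher in their epithelium than in the stroma, with a median of 2.81, and free immune RNA by all 8 genes lying higher there than in the macrophage-like cluster, with the median of 3.09 given above. Organoids were grown without stroma by design, and there the rise is the pattern itself and tests nothing about free RNA. The 2 cultures did not differ from each other (0.29, adjusted p = 0.526 from camera). Of 9 YAP targets, 7 were higher in assembloids than in tissue (median 1.59, adjusted p = 0.0145 from camera) and 6 in organoids (1.27, adjusted p = 0.066, and 0.00323 under fry), with a call by camera in organoids without tissue replicate 2 (adjusted p = 0.034) and with no low filter (adjusted p = 0.0426). Only 2 of these genes lie higher in assembloid epithelium than in the stroma, so for this list RNA from stroma was not excluded.

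Bnip3 was among the largest rises in both cultures. A list of 12 other hypoxia genes was higher in assembloids than in tissue (median 2.74, 12 of 12 genes up, adjusted p = 2.86e-07 from camera) and in organoids (1.21, 11 of 12 up, adjusted p = 0.00213 from camera), and lower in organoids than in assembloids (-1.96), and all 3 were called under fry. Low oxygen in the culture may be behind this, as a hypothesis, but genes of glycolysis are in the list and also follow growth and medium.

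Gm41609, which GENCODE lists as AC079441.1, rose from 1.62 CPM in tissue to 1392 ± 492 CPM (SD, n = 2) in assembloids and was at 25.9 ± 11.4 (SD, n = 2) in organoids. Bmp2 in epithelial cells was at 46.4 and 46.6 CPM in assembloids, 5.47 and 5.81 in organoids and 26.8 and 27.7 in tissue. In all 8 libraries Xist was at most 0.135 CPM and Ddx3y at least 23.9 CPM, as in male cells.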
